# IL-8 Released from Human Pancreatic Cancer and Tumor-Associated Stromal Cells Signals through a CXCR2-ERK1/2 Axis to Induce Muscle Atrophy

**DOI:** 10.3390/cancers11121863

**Published:** 2019-11-25

**Authors:** Chandler S. Callaway, Andrea E. Delitto, Andrew C. D’Lugos, Rohan Patel, Rachel L. Nosacka, Daniel Delitto, Michael R. Deyhle, Jose G. Trevino, Sarah M. Judge, Andrew R. Judge

**Keywords:** muscle wasting, cachexia, interleukin-8

## Abstract

Tumor-derived cytokines are known to drive the catabolism of host tissues, including skeletal muscle. However, our understanding of the specific cytokines that initiate this process remains incomplete. In the current study, we conducted multiplex analyte profiling of cytokines in conditioned medium (CM) collected from human pancreatic cancer (PC) cells, human tumor-associated stromal (TAS) cells, and their co-culture. Of the factors identified, interleukin-8 (IL-8) is released at high levels from PC cells and PC/TAS co-culture and has previously been associated with low muscle mass in cancer patients. We, therefore, treated C2C12 myotubes with IL-8 which led to the activation of ERK1/2, STAT, and Smad signaling, and induced myotube atrophy. Moreover, the treatment of mice with IL-8 also induced significant muscle wasting, confirming the in vivo relevance of IL-8 on muscle. Mechanistically, IL-8-induced myotube atrophy is inhibited by treatment with the CXCR2 antagonist, SB225002, or by treatment with the ERK1/2 inhibitor, U0126. We further demonstrate that this axis mediates muscle atrophy induced by pancreatic cancer cell CM, as neutralization of IL-8 or treatment with SB225002 or U0126 significantly inhibit CM-induced myotube atrophy. Thus, these data support a key role of IL-8 released from human PC cells in initiating atrophy of muscle cells via CXCR2-ERK1/2.

## 1. Introduction

Involuntary body weight loss, or cachexia, is a devastating consequence of many advanced-stage cancers, and cachexia ultimately affects up to 80% of all cancer patients [1]. The body weight loss is due to the loss of skeletal muscle mass, which represents approximately 40% of body weight, with or without the accompanying loss of fat mass [2]. For patients, cachexia has a profound impact on the quality of life as it associates with weakness, functional decline, and loss of independence [3]. Cachexia also represents a major barrier to treatment, such as surgery or chemotherapy, as outcomes are highly dependent on functional reserve [4]. This contributes to a significantly decreased survival time in cachectic cancer patients [5]. Thus, identifying modifiable factors essential to the development of cancer cachexia is imperative.

One consensus in the field is that tumor-derived factors are important mediators of cachexia. Therefore, the most common in vitro muscle model of cancer cachexia is the treatment of cultured skeletal muscle myotubes with media collected from cultured cancer cells (conditioned media (CM)). The most widely used cachexia-inducing cell lines are the mouse colon adenocarcinoma 26 (C26) and Lewis lung carcinoma (LLC) cells [4], and treatment of C2C12 mouse skeletal muscle myotubes with C26 or LLC CM induces significant atrophy [6,7,8]. Specific proteins identified in these CM that mediate cachexia include interleukin-6 (IL-6), leukemia inhibitory factor (LIF), tumor necrosis factor alpha (TNF-α), and heat shock protein 70 (Hsp70) [6,9,10,11,12]. Further, multiple signaling pathways have been implicated in these models of muscle wasting, including STAT3, ERK1/2, NFĸB, FOXO pathways, and, more recently, a TLR/MyD88/XBP1 signaling axis [6,7,8,9,10,11,12]. However, as the field continues to expand into the study of additional cachexia-inducing cancer cell lines, we are likely to learn much more about additional factors and pathways driving cachexia. 

In the current study, we aim to identify factors released from human pancreatic cancer (PC) cells, which may be candidates for driving cachexia. PC has one of the highest incidences of cachexia, present in more than 60% of patients at the time of diagnosis and more than 80% of advanced-stage patients [5]. The decision to use human, rather than mouse, PC cells is based on known differences which exist in some cytokines and chemokines expressed in humans versus mice [13,14,15]. Moreover, in recent years it has become clear that cancer cells interact extensively with the tumor microenvironment, consisting of a variety of host cell types. Of particular relevance in PC is the tumor-associated stromal (TAS) cell, which accounts for up to 80% of the tumor mass in the desmoplastic microenvironment of PC. TAS cells themselves secrete a variety of growth factors and inflammatory mediators [16], and the interactions between TAS cells and cancer cells play an important role in supporting tumor growth and survival [17]. However, to our knowledge, no study has determined the ability of TAS secreted factors to induce myotube atrophy or determined whether conditioned media from TAS/cancer cell co-culture induces a synergistic increase in cytokine/chemokine release and greater atrophy. The current study therefore, first aims to test these unknowns and subsequently use the knowledge gained to test the role of an identified chemokine as a trigger of muscle wasting.

## 2. Results

### 2.1. Conditioned Medium from Human Pancreatic Cancer and Stromal Cells Induces Myotube Atrophy

Pancreatic tumors are known to be highly cachectogenic, but to first determine the extent to which human pancreatic cancer and stromal cells induce atrophy of muscle cells, in vitro, we collected conditioned media (CM) from L3.6pl human pancreatic cancer cells, primary human pancreatic cancer (PPC) cells, primary human pancreatic tumor-associated stromal cells (TAS) cells, and the co-culture of L3.6pl/TAS and PPC/TAS cells. We then treated myotubes with CM from each, for 48 h, and fixed for the measurement of myotube diameter. As shown in Figure 1A, L3.6pl, PPC, and TAS cell CM induced a 29%, 27%, and 19% decrease in myotube diameter, respectively, whereas L3.6pl/TAS and PC/TAS CM induced a 35% and 33% decrease in myotube diameter, respectively. These findings demonstrate that factors released from human pancreatic cancer and stromal cells induce significant myotube atrophy and that the atrophy induced by cancer/stromal cell interactions is greater than that induced by either cell type alone.

### 2.2. Identification of Cytokines and Chemokines Released from Human Panceratic Cancer Cells and Human Tumor Associated Stromal Cells

To identify cytokines and chemokines secreted from human pancreatic cancer and stromal cells, which might be responsible for the observed myotube atrophy, we conducted multiplex analyte profiling on three pooled samples for each CM. Of the 41 secreted factors analyzed, 28 were detectable in the CM of at least one CM group (Supplementary Table S1). Of these, six were commonly released, at levels >10 pg/ml, from the two different human pancreatic cancer cells. These were epidermal growth factor (EGF), monocyte chemoattractant protein-1/C-C motif chemokine ligand 2 (MCP-1/CCL2), interleukin-8 (IL-8), growth regulated oncogene (GRO), fractalkine, and vascular endothelial growth factor (VEGF). Of these, only IL-8 and GRO were commonly released at levels >500 pg/mL. We similarly profiled CM from primary pancreatic tumor associated stromal (TAS) cells, which secreted very high levels of EGF (4337 pg/mL) and MCP-1/CCL2 (4,951 pg/mL), moderate levels of IL-8 (70.94 pg/mL), and low levels of GRO (18.65 pg/mL). 

We subsequently screened CM from PPC/TAS co-cultures and L3.6pl/TAS co-cultures, as illustrated in Figure 1B, to determine whether the secretion of factors was redundant, additive, or synergistic. Interestingly, the same 5 cytokines were present at high levels in PPC/TAS CM as in the L3.6pl/TAS CM. These were IL-8, IL-6, GRO, MCP-1, and EGF, and for both IL-8 and IL-6, their increase in co-culture CM was synergistic. Indeed, IL-8 levels were 1498 pg/mL in L3.6pl CM, 625.54 pg/mL in PPC cell CM, and 70 pg/mL in TAS CM, but increased to 2940 pg/mL in L3.6pl/TAS cell CM and 6071 pg/mL in PPC/TAS cell CM. Similarly, IL-6 levels were not detectable in L3.6pl CM, were 23.06pg/mL in PPC cell CM, and 70.21 pg/mL in TAS CM, but increased to 1403 pg/mL in L3.6pl/TAS CM and 2064 pg/mL in PPC/TAS CM. Interferon gamma-induced protein 10/C-X-C-motif chemokine ligand 10 (IP-10/CXCL10) also increased synergistically in PPC/TAS CM to 63.56 from 6.05 pg/mL in PPC cell CM and 2.4 pg/mL in TAS CM (Figure 1C). 

These co-culture experiments provide important data regarding the cross-talk between human pancreatic cancer and stromal cells and their release of cytokines. However, for IL-8, IL-6, and IP-10, which show a synergistic increase, the experimental design does not allow us to identify whether stromal cells stimulate their release from cancer cells or cancer cells stimulate their release from stromal cells. To test this, we added TAS CM to PPC cells or PPC cell CM to TAS cells, at a 1:10 or 1:1 ratio for 24 h before collecting the final CM, as illustrated in Figure 1B. The results from these experiments demonstrate that PPC cell CM stimulates the release of IL-8, IL-6, and IP-10 from TAS cells but that TAS cell CM does not stimulate the further release of these cytokines from PPC cells. 

Overall these findings clearly demonstrate the importance of considering cancer and stromal cell interactions when identifying potential tumor-derived cachexia-inducing factors. 

### 2.3. Interleukin-8 is Sufficient to Induce Skeletal Muscle Atrophy

Based on these findings, coupled with the knowledge that IL-8 is significantly increased in the serum of cachectic compared to non-cachectic patients with pancreatic, prostate, and gastroesophageal cancers [18,19,20], we elected to focus our subsequent studies on the role of IL-8 in skeletal muscle atrophy. To first test whether an increase in IL-8 is sufficient to cause atrophy of muscle cells, we treated 4-day differentiated C2C12 myotubes with either BSA, as a control, or recombinant IL-8 (rIL-8) for 48 h. As shown in Figure 2A,B, treatment of myotubes with 10ng/ml of rIL-8 caused a 29% decrease in myotube diameter, demonstrating that IL-8 can act directly on muscle cells to induce atrophy. In support of this, IL-8 also causes a significant decrease in the total protein levels of myotubes (Figure 2C). To test whether human myotubes respond to rIL-8 in a manner similar to C2C12 myotubes, we subsequently treated 4-day differentiated human skeletal myotubes with 10ng/ml of rIL-8 for 48 h and, similar to mouse myotubes, this was sufficient to induce a 24% decrease in myotube diameter (Figure 2D,E).

To determine whether this IL-8-induced myotube atrophy extends to muscle atrophy in vivo we injected mice intraperitoneally every other day with 50 μg/kg of rIL-8, or vehicle, for 6 days. IL-8-treated mice showed a significant decrease in body weight, and weight of the tibialis anterior (TA) and gastrocnemius muscles (Figure 3A–C). To determine whether this decrease in muscle weight is reflected by a decrease in muscle fiber size, we incubated cross-sections cut from the TA muscle in wheatgerm agglutinin, to outline fiber membranes, and measured the average muscle fiber cross-sectional area (CSA). As shown in Figure 3D,E, TA muscle fiber CSA decreased 15% in IL-8 injected mice (Con: 2099.09 ± 47.07 μm^2^; IL-8: 1795.25 ± 40.69 μm^2^). We similarly cut cross-sections from the diaphragm of mice since this muscle is also significantly atrophied in tumor-bearing mice and is essential for survival [21,22]. Moreover, since the diaphragm is heterogeneous in its fiber type, we conducted immunohistochemistry to identify type I, IIa, and IIb/x myofibers for measurement of fiber type-specific CSA. We found a significant 25% and 22% decrease in the average CSA of type I and IIa fibers, respectively, in IL-8 treated mice compared to controls (Figure 3F,G). The CSA of type IIb/x fibers was also decreased by 18%, but this did not reach statistical significance. These findings demonstrate that IL-8 is sufficient to induce muscle and myofiber atrophy. Interestingly, IL-8 also induced significant fat wasting, with a 34% decrease in gonadal fat mass (Figure 3H). This is relevant to cancer cachexia since fat wasting is commonly observed along with muscle wasting [23]. 

### 2.4. Biological Processes in Skeletal Muscle Regulated by IL-8

Since, to our knowledge, this is the first study to show that IL-8 can induce skeletal muscle wasting in vivo, the biological processes activated in skeletal muscle in response to IL-8 treatment are completely unknown. To address this, we conducted a microarray analysis on TA muscles from vehicle-injected (*N* = 3) and IL-8 injected (*N* = 5) mice and deposited the cel files and expression values into MIAME compliant NCBI Gene Expression Omnibus with accession #GSE137990. 

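The tibialis anterior (TA), a hindlimb muscle of mostly fast fibers, was compared on Affymetrix Mouse Gene ST arrays between 3 vehicle-injected and 5 IL-8-injected male C57BL/6J mice. The mice were 8 weeks old and received 50 µg/kg recombinant human IL-8 in 0.1% BSA, or the BSA alone, into the peritoneum every other day for 6 days, and the muscle was collected on day 7. The authors deposited log2 values made by robust multi-array average (RMA), which corrects the background, applies quantile normalization to the probes and summarizes them to 1 value per gene. A single gene symbol is given for 23185 entries, which were tested, while 2021 unnamed entries were not analysed here. Array medians on the log2 scale were 3.36 to 3.48 for vehicle and 3.32 to 3.38 for IL-8. Across genes, which are not independent replicates, arrays of a group correlated at 0.965 to 0.979 for vehicle and 0.978 to 0.991 for IL-8. Vehicle replicate 1 correlated with the IL-8 arrays at 0.979 to 0.988, above its 0.965 and 0.972 with vehicle replicates 2 and 4. Array data carry no sequencing depth, and the number of arrays limits the precision of each value. Groups were compared with limma, and a gene was called at a Benjamini-Hochberg adjusted p of at most 0.1 and a fold change of at least 1.5. The paper gives the same limits, the former for a q from comparative marker selection in GenePattern, which was not run here. Shifts of 45 gene lists were tested with camera at a preset correlation of 0.01 and an adjusted p under 0.05. By this test 14 lists were shifted up and 4 down, while an estimated correlation left 0 lists and fry, which tests each list by itself, also gave 0. The lists, the rule for naming genes and all settings not named as later choices were fixed before the data were examined. Liver transcripts were high in 3 arrays, vehicle replicates 2 and 4 and IL-8 replicate 1, which are called the liver-transcript arrays. Alb, the albumin gene of the liver, was at 10.15, 9.78 and 7.70 in these arrays and at 3.14 to 5.36 in the other 9 arrays of the series, which include 4 from mice given the mouse chemokine KC. Fgb, the liver's fibrinogen beta chain, was at 6.84, 5.91 and 6.82 there and at 1.80 to 2.19 elsewhere. A block for these arrays, chosen after the values were seen, sets IL-8 replicate 1 against vehicle replicates 2 and 4, and IL-8 replicates 2 to 5 against vehicle replicate 1. Leaving these arrays out keeps vehicle replicate 1 as the only vehicle array, so only effect sizes are given for that fit.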

We identified 1242 differentially expressed genes (using −1.5 ≥ fold change ≥1.5-fold and q ≤ 0.1) in the muscle of rIL-8 treated mice compared to vehicle-injected mice. Of these 1242 genes, 915 were upregulated and 327 downregulated. These upregulated and downregulated genes were analyzed separately for their associated functional annotations using the DAVID Bioinformatics database [24,25]. 

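In IL-8-injected mice, 592 genes differed from vehicle-injected mice by limma, of which 406 rose and 186 fell. Per1, a period gene of the circadian clock, had the smallest adjusted p among all genes. It rose from 6.04 ± 0.22 (SD, n = 3) to 7.48 ± 0.24 (SD, n = 5), a log2 fold change of 1.44 (standard error 0.16, adjusted p = 0.046). Every IL-8 array lay above every vehicle array for 311 of the genes that rose, and below for 174 of those that fell. Over all genes, 2558 (11.0%) had groups that did not overlap, where chance gives 3.57%. At an unadjusted p under 0.05 there were 5022 genes, 1735 of which met the fold change minimum. Whatever their p, 1104 higher and 811 lower genes met that minimum. Taken with unequal variances, which the paper does not state, and named there for comparisons of a pair of groups in general and not for the arrays, the methods' t-test called 0 genes (2289 at an unadjusted p under 0.05) and its exact permutation form 0 (2465), quantile normalization of the deposited values left 2, a fit of all 12 arrays gave 117, Storey q-values gave 1531 and array weights 2083. Removing a trend on gene span, with which the fold change rose (Spearman rho 0.27), left 55 (40 higher, 15 lower). With a covariate for the axis along which the KC arrays differ most, chosen after the values were seen, limma called 0 (895 unadjusted). Scores on that axis were 6.0, -28.1 and -23.2 in vehicle replicates 1, 2 and 4, and 1.8 to 23.1 with IL-8. The score thus goes largely with treatment, so this covariate can remove an effect of IL-8 too. The block for the liver-transcript arrays also left 0 genes by limma (2701 unadjusted, smallest adjusted p = 0.113). The median log2 fold change of the genes that rose was 0.85 pooled, 0.63 with the block, 0.72 among the liver-transcript arrays and 0.57 among the other arrays. For the genes that fell it was -0.77, -0.66, -0.79 and -0.57 in the same order. All 406 and 186 kept their direction in both sets of arrays, but they were chosen on these arrays, so this is not independent evidence. The count was 3338 without vehicle replicate 1 and 1227 without IL-8 replicate 1. It was 0 by limma without vehicle replicate 2 (2941 unadjusted), vehicle replicate 4 (3599), IL-8 replicate 2 (3896), IL-8 replicate 3 (4154) or IL-8 replicate 4 (3895), and 7 without IL-8 replicate 5.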

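Among called genes with every IL-8 array above every vehicle array, predicted genes left out, Mn1, a transcriptional coregulator, had the largest fold change. Its level was 4.62 ± 0.61 (SD, n = 3) with vehicle and 6.23 ± 0.30 (SD, n = 5) with IL-8, a log2 fold change of 1.61 (standard error 0.26). Sptb, the beta spectrin of the membrane skeleton, rose by 1.45 (0.29), Myo18b and Myo18a, a pair of unconventional myosins, by 1.39 (0.27) and 1.363 (0.27), and Dysf, a protein of muscle membrane repair, by 1.39 (0.25). Cep85l and Fkbp5, the latter a known target of glucocorticoids, rose by 1.43 (0.21) and 1.35 (0.21). Among those with every IL-8 array below, the liver cytochrome Cyp2c29 fell most, with a log2 fold change of -1.96 (0.47), and was at 2.74, 5.43 and 4.77 in vehicle replicates 1, 2 and 4 and at 2.35 ± 0.20 (SD, n = 5) with IL-8. Tma7, a protein that associates with ribosomes, fell from 9.88 ± 0.65 to 8.51 ± 0.57 (SD), a log2 fold change of -1.37 (0.35). Mptx2 fell by 1.23 (0.17) and Tceal7 by 1.19 (0.28) on the log2 scale. Ighv1-75, Zfp984, Igkc and Obox2, which belong to multigene families and can read related copies, had log2 fold changes of -1.51 (0.37), -1.24 (0.29), -1.19 (0.20) and -1.16 (0.26). Adjusted p from limma was 0.091 to 0.096 for these genes. Of all genes called, 68.6% rose, against 83.9% when each array was centred on its median and 79.7% with dim genes left out, 62.2% with Storey q-values, 58.0% with array weights, 53.7% without vehicle replicate 1 and 42.9% (3 of 7) without IL-8 replicate 5, while quantile normalization left 2 that rose and 0 that fell. Under the block for the liver-transcript arrays, the log2 fold change was 1.26 for Mn1, 1.01 for Sptb, -0.99 for Tma7 and -1.35 for Cyp2c29, and none of these 15 genes passed (adjusted p = 0.113 to 0.286). Cyp2c29 differed by -2.41 among the liver-transcript arrays and by -0.47 among the others, Obox2 by -1.88 and -0.57. None of these genes was called without vehicle replicate 2 or 4 or IL-8 replicate 2, 3 or 4, although each kept an unadjusted p under 0.05, and with Per1 2 of the 16 passed without IL-8 replicate 5.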

The top 10 non-redundant annotation clusters for the upregulated genes, ranked in order of significance, are shown in Figure 4A, which reveal several clusters previously associated with tumor-induced muscle wasting. For example, FoxO1 and FoxO3a were both significantly increased 1.9-fold and annotated to “*transcription activator activity*”. Both FoxO1 and FoxO3a are sufficient to induce skeletal muscle wasting [26,27], and inhibition of FoxO protects against cancer cachexia in mice [22,28]. 

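Some genes of chromatin, of transcriptional coactivation and of insulin signaling were called higher in IL-8-injected mice, while most members of these lists did not pass. Of 44 chromatin modifiers, 10 rose and 0 fell, or 24 and 0 when adjusted over the list alone, and the median log2 fold change was 0.63 (camera adjusted p = 1.6e-19, adjusted p = 0.36 with an estimated correlation). The histone methyltransferases Kmt2d and Kmt2a rose by 1.80 (standard error 0.42) and 1.08 (0.26), the histone deacetylase Hdac4 by 1.13 (0.29) and the remodeling ATPase Smarca4 by 1.00 (0.21). Nuclear receptor coactivators and Mediator subunits had 5 of 21 genes higher and 0 lower, or 11 and 0 when adjusted over the list alone, with a median of 0.61 (camera adjusted p = 1.2e-10, adjusted p = 0.36 with an estimated correlation). Med12 and Med13l of the Mediator kinase module rose by 1.11 (0.21) and 0.94 (0.20), Ncoa1 by 0.73 (0.16) and Trrap by 0.70 (0.15). In insulin signaling, 6 of 24 genes rose and 0 fell, or 12 and 0 when adjusted over the list alone, and the median was also 0.63 (camera adjusted p = 6.8e-13, adjusted p = 0.36 with an estimated correlation). They include Rptor at 1.19 (0.24), Mtor at 1.08 (0.24), Tsc1, an inhibitor of the mTOR pathway, at 1.02 (0.21) and the insulin receptor Insr at 0.96 (0.22). Foxo1 and Foxo3 are also among these 6. The study picked both from the same arrays, so the insulin count and its camera value are not independent of that choice. Of 14 endothelial markers, 2 rose and 0 fell, or 6 and 0 when adjusted over the list alone, namely Robo4 at 0.75 (0.16) and Vwf at 0.64 (0.12), with a list median of 0.43 (camera adjusted p = 4.4e-04, adjusted p = 0.55 with an estimated correlation). Of 18 genes of denervation and muscle regeneration, limma called 0 over all genes and 0 over the list alone, with 3 at an unadjusted p under 0.05. Their median was -0.02, their mean 0.15 and camera's direction up (adjusted p = 0.18, or 0.46 with an estimated correlation), and the methods' t-test and its exact permutation form called 0 (1 unadjusted each). The acetylcholine receptor subunits Chrnb1 and Chrna1 had log2 fold changes of 0.79 and 0.91 without passing. Vehicle replicate 1 averaged 5.63 over the chromatin list, above IL-8 replicate 1 at 5.54, while vehicle replicates 2 and 4 were at 5.07 and 5.17 and the other IL-8 arrays at 5.87 to 6.06. When the liver-transcript arrays were a block, 0 genes of these lists passed by limma, and the medians were 0.40 for chromatin (0.46 within the liver-transcript arrays and 0.31 within the others), 0.38 for coactivators (0.59 and 0.21), 0.38 for insulin signaling (0.50 and 0.26) and 0.22 for endothelial markers (0.56 and -0.070), while the covariate for the KC axis gave 0.058, -0.081, -0.030 and -0.37 (camera adjusted p = 0.477, 0.989, 0.779 and 2.6e-04). Limma called 0 genes of these lists without vehicle replicate 2 or 4 or IL-8 replicate 2, 3, 4 or 5, with 23 to 33 chromatin genes at an unadjusted p under 0.05, and called 28 chromatin, 13 coactivator, 17 insulin and 9 endothelial genes without vehicle replicate 1 and 23, 8, 11 and 3 without IL-8 replicate 1. It also called 1 higher and 1 lower denervation gene without vehicle replicate 1.

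**Figure D1:**
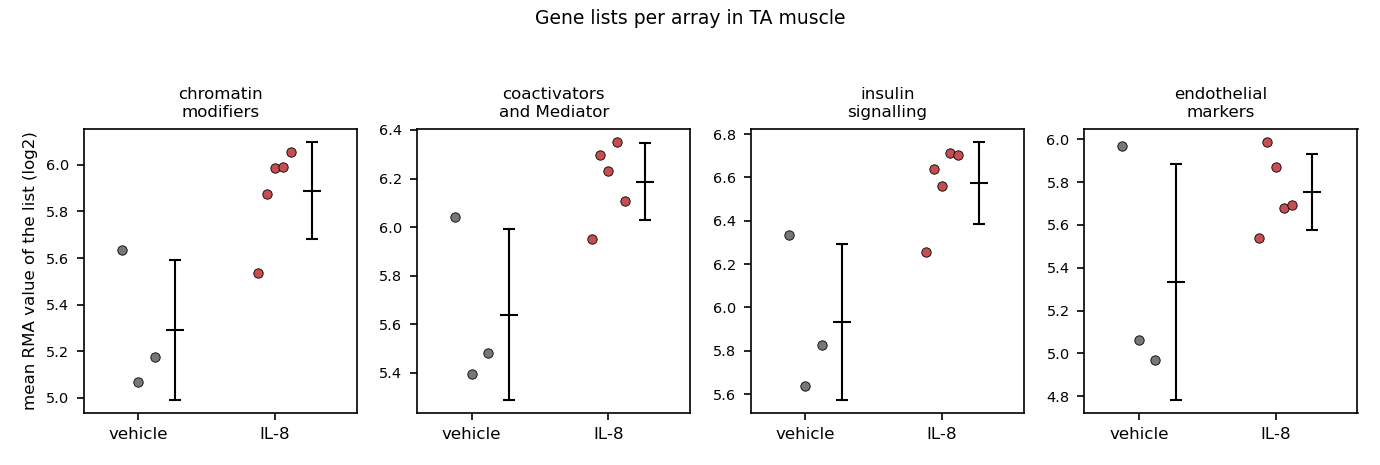
Mean RMA value (log2) of 4 gene lists in each array of vehicle-injected (grey, 3 arrays) and IL-8-injected mice (red, 5 arrays). Points are arrays and bars show the mean ± SD. For chromatin modifiers, vehicle replicate 1 at 5.63 lies above IL-8 replicate 1 at 5.54.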

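FoxO1 (gene Foxo1, Entrez 56458) was at 5.34 ± 0.44 (SD, n = 3) with vehicle and at 6.26 ± 0.26 (SD, n = 5) with IL-8, which is 1.89-fold higher (log2 fold change 0.92, standard error 0.21, adjusted p = 0.091 from limma). FoxO3a (gene Foxo3, Entrez 56484) was at 4.08 ± 0.44 (SD, n = 3) and 5.03 ± 0.24 (SD, n = 5), or 1.93-fold higher (log2 fold change 0.95, standard error 0.20, adjusted p = 0.091). For both genes, all 5 IL-8 arrays lay above the highest vehicle array (two-sided exact permutation test, p = 0.0179, the smallest that 56 splits allow), but the study picked both from the same arrays, so this is not independent evidence. Of 25 known targets of FoxO factors, 2 rose and 0 fell, or 3 and 0 when adjusted over the list alone, and the median log2 fold change was 0.23 (camera adjusted p = 7.9e-05, adjusted p = 0.47 with an estimated correlation). The called members were Klf15, a transcription factor that glucocorticoids also induce, at 0.99 (0.25), and Insr. IL-8 replicate 5 averaged 7.75 over this list, the other IL-8 arrays 7.02 to 7.14 and the vehicle arrays 6.77 to 7.08. With the block for the liver-transcript arrays, FoxO1 differed by 0.64 (standard error 0.15, adjusted p = 0.198) and FoxO3a by 0.81 (0.21, adjusted p = 0.221), so neither was called. With the covariate for the KC axis they differed by 0.17 and 0.57, and the targets had a median of 0.104 (camera adjusted p = 0.672). The difference was 0.73 among the liver-transcript arrays and 0.57 among the others for FoxO1, 0.80 and 0.83 for FoxO3a, and 0.30 and 0.21 for the median of the targets. With the block the targets had a camera adjusted p of 0.0011. Neither factor passed with quantile normalization (adjusted p = 0.115), with the methods' t-test (0.503), or without vehicle replicate 2 (0.307 to 0.321), vehicle replicate 4 (0.235), IL-8 replicate 2 (0.210), IL-8 replicate 3 (0.181), IL-8 replicate 4 (0.214) or IL-8 replicate 5 (0.136). The same arrays, left out 1 at a time, ended both calls among the targets, of which 4 were called without vehicle replicate 1.

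**Figure D2:**
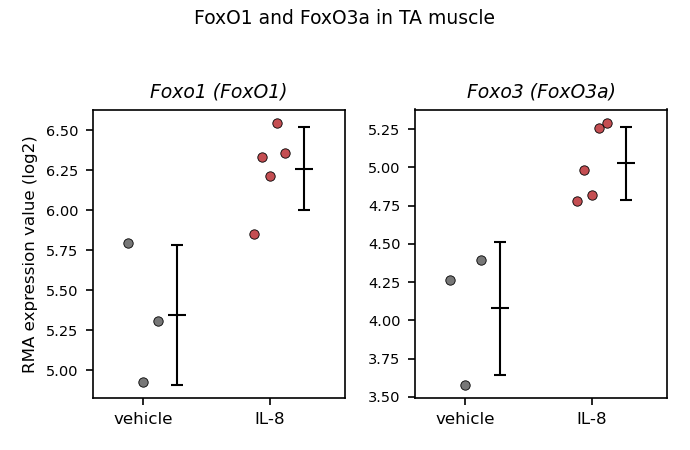
RMA expression value (log2) of Foxo1 and Foxo3 in each array of vehicle-injected (grey, 3 arrays) and IL-8-injected mice (red, 5 arrays). Points are arrays and bars show the mean ± SD. All 5 IL-8 arrays lie above the vehicle arrays for both genes.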

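The transcripts of 3 E3 ubiquitin ligase genes rose in TA muscle of IL-8-injected mice. Ubr4, a ligase that recognizes N-terminal degradation signals, had the largest change, from 5.45 ± 0.79 (SD, n = 3) to 7.08 ± 0.56 (SD, n = 5), a log2 fold change of 1.63 (standard error 0.37, adjusted p = 0.091 from limma). Ubr2, a ligase of the same N-degron pathway, rose from 6.56 ± 0.43 (SD, n = 3) to 7.43 ± 0.29 (SD, n = 5), a log2 fold change of 0.87 (standard error 0.21, adjusted p = 0.095). Fbxo31, an F-box protein that gives SCF ligases their substrates, rose from 6.21 ± 0.30 (SD, n = 3) to 7.13 ± 0.36 (SD, n = 5), a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.092). All 5 IL-8 arrays were above the highest vehicle array for Fbxo31 (two-sided exact permutation test, p = 0.0179), and 4 of 5 for Ubr2 and Ubr4 (p = 0.0357 for each by the exact test), and these genes too were picked from the same arrays. The block for the liver-transcript arrays gave 1.08 (standard error 0.21, adjusted p = 0.152) for Ubr4, 0.59 (0.15, adjusted p = 0.214) for Ubr2 and 0.70 (0.20, adjusted p = 0.252) for Fbxo31, so that none of the 3 was called. The differences among the liver-transcript arrays and among the others were 1.18 and 1.01 for Ubr4, 0.71 and 0.48 for Ubr2, and 0.57 and 0.81 for Fbxo31. Leaving out 1 array ended all 3 calls for vehicle replicate 2 (adjusted p = 0.322 to 0.324), vehicle replicate 4 (0.235 to 0.254), IL-8 replicate 2 (0.210), IL-8 replicate 3 (0.181 to 0.185), IL-8 replicate 4 (0.214) and IL-8 replicate 5 (0.136 to 0.137).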

The category “*ubiquitin ligase complex*” included multiple E3 ubiquitin ligase enzymes, including Fbxo31, Ubr2, and Ubr4. The ubiquitin proteasome pathway is the primary pathway of skeletal muscle protein degradation in tumor-bearing hosts [29], and our finding that IL-8 increases multiple components of this pathway aligns with our finding of IL-8-induced atrophy.

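Of 42 further ubiquitin ligases, fixed as a list without those the paper names, 6 rose and 0 fell in IL-8-injected mice, or 9 and 0 when adjusted over the list alone. The median log2 fold change of the list was 0.34 (camera adjusted p = 2.8e-10, adjusted p = 0.36 with an estimated correlation). The covariate for the KC axis left a median of 0.052 (camera adjusted p = 0.254). Among the called members were Huwe1 at 1.11 (standard error 0.25), Herc2 at 0.98 (0.22), Birc6 at 0.92 (0.24) and Herc1 at 0.79 (0.20), with adjusted p of 0.091 to 0.099 from limma. Of 28 subunits of the proteasome, which degrades ubiquitinated proteins, limma called 0 over all genes and 0 over the list alone. At an unadjusted p under 0.05 there were 2 higher subunits and 1 lower, with 1 by the methods' t-test and 1 by the exact permutation test. The proteasome median was 0.02 (camera adjusted p = 0.47, or 0.86 with an estimated correlation), and 0.15 with that covariate (0.040). Psmc5, an ATPase of the regulatory particle, had a log2 fold change of 0.54 (standard error 0.17) and Psmb6, a catalytic subunit, of -0.50 (0.16), and both had an adjusted p of 0.13. IL-8 replicate 5 averaged 8.11 over the proteasome list, against 7.47 to 7.59 in the other IL-8 arrays and 7.51 to 7.67 with vehicle. As a block, the liver-transcript arrays left 0 of the 42 ligases called by limma, with 10 at an unadjusted p under 0.05, and a list median of 0.23 (0.38 within the liver-transcript arrays and 0.12 within the others). Limma also called 0 of the 42 without vehicle replicate 2 or 4 or IL-8 replicate 2, 3, 4 or 5 (10 to 19 at an unadjusted p under 0.05), 15 without vehicle replicate 1 and 9 without IL-8 replicate 1, and it called 1 higher and 2 lower proteasome subunits without vehicle replicate 1. From the increase of multiple components of the ubiquitin proteasome pathway, which it describes as the main route of muscle protein breakdown in tumor-bearing hosts, the paper reasons that its array data align with the atrophy it measured after IL-8.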

Only five non-redundant annotation clusters were identified for the downregulated genes, which are shown in Figure 4B, ranked in order of significance. 

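Transcripts of cytosolic ribosomal proteins had a median log2 fold change of -0.22 over 39 genes, of which 2 fell and 0 rose, both over all genes and when adjusted over the list alone. The members that fell were Rps7, with a log2 fold change of -0.93 (standard error 0.23), and Rps13, with -0.85 (0.14), subunits of the small ribosomal particle. Camera gave the list an adjusted p of 0.053 (adjusted p = 0.55 with an estimated correlation), and 2.44e-06 with dim genes left out or 0.016 with quantile normalization. Of 29 translation factors, 1 rose and 0 fell, or 2 and 1 when adjusted over the list alone, namely Eif3b at 0.70 (0.15), and the list median was 0.01 (camera adjusted p = 0.25, or 0.62 with an estimated correlation). In the glucocorticoid response, 6 of 21 genes rose and 0 fell, over all genes and when adjusted over the list alone, with a median of 0.22 (camera adjusted p = 2.6e-04, adjusted p = 0.36 with an estimated correlation). Zbtb16, a transcription factor that glucocorticoids induce, rose by 1.20 (0.21), and Per1, Fkbp5 and Klf15 belong to the same list, as does the liver gene Tat. Annexins and copines, membrane proteins that bind calcium, had 0 of 12 genes called over all genes, and 2 higher and 3 lower when adjusted over the list alone. Anxa6 and Anxa11 had log2 fold changes of 0.72 (0.21) and 1.05 (0.30) with an adjusted p of 0.11 each, and the list's median was 0.03, its mean -0.02 and camera's direction up (adjusted p = 0.75, or 0.86 with an estimated correlation). For the unfolded protein response, limma called 0 of 18 genes over all genes and over the list alone, with 3 at an unadjusted p under 0.05, among them the chaperone Hyou1 at 0.36 (0.12) and Herpud1 at 0.46 (0.15). That list had a median of -0.00, a mean of 0.03 and an upward camera direction (adjusted p = 0.37, or 0.62 with an estimated correlation). The methods' t-test and its exact permutation form called 0 genes of these lists. Limma called 0 of them with the block for the liver-transcript arrays, and the medians were -0.16 for cytosolic ribosomal proteins (-0.17 within the liver-transcript arrays and -0.07 within the others), 0.04 for translation factors (-0.12 and 0.17) and 0.23 for the glucocorticoid response (0.44 and 0.22). Limma called 0 of these genes without vehicle replicate 2 or 4 or IL-8 replicate 2, 3 or 4, and 1, a glucocorticoid gene, without IL-8 replicate 5, while without vehicle replicate 1 it called 1 higher and 9 lower cytosolic ribosomal genes, 4 higher and 3 lower translation factors, 2 higher and 2 lower annexins and copines and 2 higher genes of the unfolded protein response. Without IL-8 replicate 1 it called 3 higher translation factors and 1 lower, and 2 higher and 3 lower annexins and copines, and camera's adjusted p for cytosolic ribosomal proteins was 0.047 without vehicle replicate 1, 0.031 without IL-8 replicate 1 and 0.039 without IL-8 replicate 3.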

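Transcripts of respiratory complex I, which oxidizes NADH in the mitochondrial inner membrane, had a median log2 fold change of -0.38 over 33 genes in IL-8-injected mice. Of the 33, 2 fell and 0 rose, or 4 and 0 when adjusted over the list alone (camera adjusted p = 5.3e-04, adjusted p = 0.55 with an estimated correlation). Ndufc1 fell from 10.33 ± 0.27 (SD, n = 3) to 9.39 ± 0.36 (SD, n = 5), a log2 fold change of -0.94 (standard error 0.21), and Ndufb9 from 11.90 ± 0.19 to 11.24 ± 0.21 (SD), a log2 fold change of -0.66 (0.15), with adjusted p of 0.091 each from limma. All 5 IL-8 arrays averaged lower over complex I, at 8.11 to 8.52, than the vehicle arrays at 8.61 to 8.71. For complexes II to IV limma called 0 of 25 genes over all genes, and 1 higher and 1 lower when adjusted over the list alone, with 1 higher and 7 lower at an unadjusted p under 0.05 (3 lower by the methods' t-test, 2 by the exact permutation test). Their median was -0.32 (camera adjusted p = 0.041, adjusted p = 0.62 with an estimated correlation). Cox5b and Cox8b, subunits of cytochrome c oxidase, had log2 fold changes of -0.57 (0.14) and -0.46 (0.14), and neither passed, the former for its fold. Of 10 ATP synthase subunits 1 fell, Atp5k at -0.66 (0.17), also when adjusted over the list alone, and the median was -0.08 (camera adjusted p = 0.58, or 0.83 with an estimated correlation). Mitochondrial ribosomal proteins, which translate the subunits encoded in mitochondrial DNA, had 0 of 43 genes called by limma over all genes or the list alone, 7 lower at an unadjusted p under 0.05 (4 by the methods' t-test, 4 by the exact permutation test), and a median of -0.18 (camera adjusted p = 0.041, adjusted p = 0.62 with an estimated correlation). Mrpl18 was at -0.61 (0.19) and Mrps10 at -0.34 (0.11) without passing. Limma called 0 genes of these lists with the block for the liver-transcript arrays, and the medians were -0.22 for complex I (-0.26 within the liver-transcript arrays and -0.31 within the others), -0.21 for complexes II to IV (-0.13 and -0.24), -0.15 for ATP synthase (0.11 and -0.27) and -0.15 for mitochondrial ribosomal proteins (-0.16 and -0.17). Limma called 0 of these genes without vehicle replicate 2 or 4 or IL-8 replicate 2, 3, 4 or 5 (complex I, 9 to 15 lower at an unadjusted p under 0.05), 2 higher and 8 lower complex I genes without vehicle replicate 1 and 4 lower without IL-8 replicate 1. Without vehicle replicate 1 it also called 2 higher and 4 lower genes of complexes II to IV, 2 lower ATP synthase subunits and 1 higher and 5 lower mitochondrial ribosomal proteins, and without IL-8 replicate 1 it called 1 lower gene of complexes II to IV and 2 lower mitochondrial ribosomal proteins. Camera's adjusted p for complexes II to IV and mitochondrial ribosomal proteins was 0.273 and 0.202 without vehicle replicate 1, 0.121 and 0.0634 without vehicle replicate 4, 0.0886 and 0.0942 without IL-8 replicate 4, and 0.168 and 0.163 without IL-8 replicate 5, and 0.132 and 0.12 with the replicate number as a block. With the covariate for the KC axis it was 0.080 for mitochondrial ribosomal proteins and 0.023 for ATP synthase (median -0.28).

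**Figure D3:**
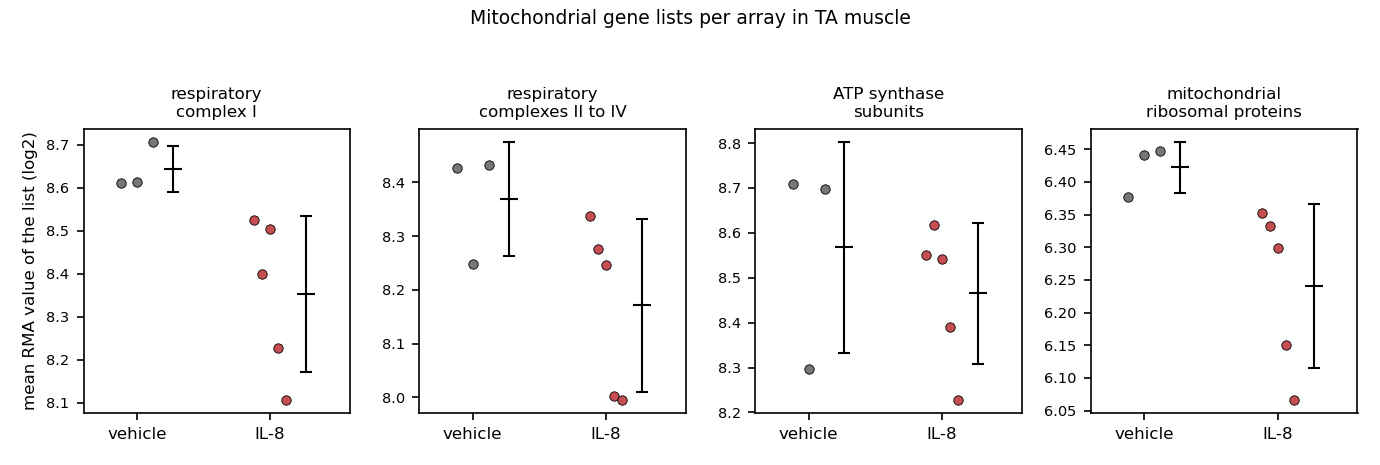
Mean RMA value (log2) of 4 mitochondrial gene lists in each array of vehicle-injected (grey, 3 arrays) and IL-8-injected mice (red, 5 arrays). Points are arrays and bars show the mean ± SD. Complex I lies at 8.11 to 8.52 with IL-8 and at 8.61 to 8.71 with vehicle.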

Interestingly “*Oxidative Phosphorylation*” was the most enriched GO category, which is highly relevant to pancreatic cancer cachexia. Indeed, recently published microarray data from our lab identified mitochondrial clusters as by far the most enriched clusters for genes downregulated in the skeletal muscle of cachectic pancreatic cancer patients compared to non-cancer controls [30]. 

### 2.5. Interleukin-8 Activates STAT, Smad and ERK Signaling in Myotubes

To further explore intracellular signaling pathways activated in skeletal muscle cells in response to IL-8, we transfected C2C12 myoblasts with NF-κB, FoxO, STAT, or Smad dependent luciferase reporter plasmids, differentiated into myotubes and subsequently treated with rIL-8, or BSA, for 1–48 h. These transcription factors were selected because they have been implicated in cancer cachexia [28,31,32,33]. As shown in Figure 5A,B, neither NF-κB nor FoxO dependent reporter activity changes in response to IL-8 treatment across the time frame studied. However, IL-8 induced a biphasic activation of the STAT reporter, with significant increases at 1 and 24 h of treatment (Figure 5C). IL-8 also significantly increased Smad reporter activity at 24 h (Figure 5D). Based on these findings, and the knowledge that STAT and Smad transcription factors are activated via phosphorylation, we measured the phosphorylation and total protein levels of STAT3, STAT5, and Smad2/3 in myotubes treated with IL-8 for 15 minto 12 h. IL-8 treatment caused a significant increase in phospho/total STAT3 at 3 and 12 h (Figure 5E,J) and a significant increase in phospho/total STAT5 at 1 and 3 h of treatment (Figure 5F,J). We also detected a significant increase in phospho/total Smad3 levels at 30 minand 1 hour (Figure 5G,J).

We next measured the phosphorylation and total protein levels of ERK and p38 since both of these MAP kinases are activated in response to IL-8 in neutrophils [34] and cancer cells [35,36,37,38] and have been implicated in tumor-induced skeletal muscle wasting [7,39]. Levels of phospho/total ERK were significantly increased at 15 minutes, 30 minutes, and 3 h of IL-8 treatment (Figure 5H,J), whereas levels of phospho/total p38 were significantly decreased following 15 minutes, 30 minand 1 hour of IL-8 treatment (Figure 5I,J). 

These findings suggest that the exposure of skeletal muscle cells to IL-8 activates several pathways implicated in cancer cachexia. In order to establish the clinical relevance of these in vitro findings, we performed pathway analysis of a recently published microarray from our lab comparing the skeletal muscle transcriptome of cachectic PDAC patients and non-cancer controls [30]. Differentially expressed genes in the skeletal muscle of PDAC patients revealed activated *IL8 Signaling* (z-score = 4.642, *p* < 0.0001), *ERK/MAPK signaling* (z-score = 2.294, *p* < 0.001), *STAT3 pathway* (z-score = 1.886, *p* < 0.0001), and *JAK/STAT signaling* (z-score = 1.291, *p* < 0.0001) (Supplementary Figure S1). 

### 2.6. ERK Inhibition Attenuates Interleukin-8 Induced Skeletal Muscle Wasting

Since our findings suggest that IL-8 activates ERK, STAT, and Smad signaling, we next tested whether established inhibitors of each attenuates IL-8-induced myotube atrophy. To inhibit ERK, we treated C2C12 myotubes with U0126, which is well established to inhibit ERK activation by MEK [40]. In this experiment, the significant decrease in myotube diameter in response to IL-8 treatment was statistically abolished in the presence of U0126 (Figure 6A,B), demonstrating that IL-8 induced myotube atrophy is mediated via ERK. To test for a role of Smad3 and STAT3/STAT5 in IL-8 induced myotube atrophy, we treated C2C12 myotubes with SIS3, which is demonstrated to selectively inhibit Smad3 phosphorylation (activation) without inhibiting p38 MAPK, ERK, or PI3K [41,42], or SH-454, which inhibits STAT3 and STAT5 with equal affinity. The IL-8 mediated myotube atrophy was significant across all groups (Figure 6C,D), suggesting that IL-8 mediated myotube wasting does not require Smad3 or STAT3/STAT5 signaling. 

As previously mentioned, the biological effects of IL-8 are mediated through two cell-surface G protein-coupled receptors, CXCR1 and CXCR2, and mice functionally maintain the presence of both receptors [43]. To our knowledge, there are no CXCR1 specific inhibitors, but to test for the requirement of CXCR2 in IL-8-mediated myotube atrophy, we treated myotubes with the CXCR2 antagonist SB 225002, with or without IL-8 for 48 h. As shown in Figure 6E,F, IL-8 treatment induced significant atrophy in vehicle-treated, but not SB 225002-treated, myotubes. This suggests that IL-8-induced myotube atrophy is mediated via the CXCR2 receptor. 

### 2.7. Myotube Atrophy Induced by Human Pancreatic Cancer Cell CM Requires Active Interleukin-8/CXCR2

To next determine the requirement of active IL-8 for human pancreatic cancer cell CM-induced myotube atrophy, we pretreated CM with a blocking antibody to IL-8 or an isotype control IgG antibody and then added it to 4-day differentiated C2C12 myotubes for 48 h. PPC cell CM induces a 29% decrease in myotube diameter, which was completely prevented by the IL-8 blocking antibody. Similarly, L3.6pl CM induces a significant decrease in myotube diameter, which was inhibited by 84% by the IL-8 blocking antibody (Figure 7A,B). To verify that the IL-8 neutralizing antibody successfully neutralizes IL-8 induced atrophy, we treated myotubes with IL-8 with or without the IL-8 blocking antibody and found complete prevention of atrophy (Figure 7C,D). These findings demonstrate that IL-8 is an active cytokine causing myotube atrophy by human pancreatic cancer cell-conditioned media treatment. 

To next test whether human pancreatic cancer cell CM-induced myotube atrophy, which requires active IL-8, can be attenuated with inhibition of ERK1/2 activation, similar to IL-8 induced atrophy, we treated myotubes with PPC CM or L3.6pl CM, with or without U0126, for 48 h. As shown in Figure 7E,F, PPC and L3.6pl CM induced significant myotube atrophy in the absence, but not presence, of U0126. This suggests that the CM-induced atrophy is mediated, at least in part, via ERK1/2 activation.

Since IL-8 treatment induces myotube atrophy via the receptor CXCR2, we next aimed to determine the extent to which the CXCR2 antagonist, SB225002, could attenuate human pancreatic cancer cell CM-induced atrophy. To do this, we treated myotubes with PPC or L3.6pl CM with or without SB 225002. In this experiment, the significant decrease in myotube diameter in response to PPC CM was completely abolished by SB 225002, while the response to L3.6pl CM was significantly attenuated by 68% (Figure 7G,H). This demonstrates that, similar to IL-8 induced myotube atrophy, myotube atrophy in response to human pancreatic cancer cell CM is mediated through CXCR2. Unfortunately, due to the limited availability of TAS cells we were unable to further determine the requirement of IL-8 for cancer cell/TAS cell CM-induced atrophy.

## 3. Discussion

Pro-inflammatory cytokines are increased in the circulation of tumor-bearing hosts and widely accepted to be a major driver of cachexia. These circulating cytokines derive, in part, from the tumor, and yet our understanding of tumor-derived cytokines which are causative in cachexia is far from complete. In the current study, we conducted multiplex analyte profiling to identify soluble factors released from human pancreatic cancer (PC) cells, which were selected since PC has one of the highest incidences of cachexia [5]. Moreover, since up to 80% of PC tumor mass is tumor-associated stromal (TAS) tissue, we conducted parallel profiling to identify factors released from TAS cells and TAS/PC co-cultures. Of the 41 factors screened, 5 were released from TAS cells at levels >50 pg/mL—EGF (4337 pg/mL), MCP-1 (4951 pg/mL), MCP-3 (110.34 pg/mL), IL-8 (70.94 pg/mL), and IL-6 (70.21 pg/mL), and treatment of myotubes with TAS conditioned media (CM) induced significant atrophy. Thus, TAS cells themselves secrete soluble factors which can drive atrophy of muscle cells in vitro. This is important, as the role that TAS-released factors play in driving cachexia has not been previously studied. 

Our findings that IL-6 and IL-8 are synergistically increased in the conditioned media of PC/TAS cell co-cultures agrees with previously published work from our group [44]. However, here we arrived at this finding through the unbiased screening of 41 cytokines/chemokines, whereas in our previous work, IL-6 and IL-8 were preselected for their study in the tumor microenvironment [44]. In the context of cachexia, IL-6 is a well-studied cytokine. Indeed, elevated serum levels of IL-6 are sufficient to decrease fat mass, and supraphysiological levels of serum IL-6 can also decrease lean mass [45]. Moreover, IL-6 knockout mice bearing Ehrlich carcinoma show significantly less cachexia than wild type controls [46]. However, to our knowledge, there has been no previous mechanistic study of IL-8 as a potential cachexia-inducing factor.

IL-8 is a small 6-8 kDa protein belonging to the cysteine-X-cysteine (CXC) chemokine family [47] and is also known as C–X–C motif ligand 8 (CXCL-8). It was first described as a neutrophil chemoattractant secreted by monocytes and macrophages [48]. However, many other cell types are now known to secrete IL-8, including neutrophils [49], lymphocytes [50], fibroblasts [51], endothelial cells [52], as well as several types of cancer cells [38,44,53,54,55]. In this latter regard, tumor-derived IL-8 can function in an autocrine manner to facilitate oncogenic signaling and pro-metastatic processes, and in a paracrine manner to alter the immune cell populations in the tumor microenvironment and induce angiogenesis [56]. IL-8 is also released from the tumor microenvironment into the systemic circulation, and serum IL-8 levels are increased in patients with a variety of cancers, including pancreatic, colon, renal, prostate, liver, esophageal, and lung cancers [18,19,57,58,59]. Moreover, high serum IL-8 levels are significantly correlated with worse overall survival in patients with pancreatic cancer, hepatocellular carcinoma, renal cell carcinoma, and melanoma. [18,57]. Given that cachexia is also associated with worse overall survival in cancer patients [5,18,60], it is not surprising that IL-8 has been associated with cachexia. Indeed, IL-8 is further increased in the serum of cachectic compared to non-cachectic patients with pancreatic, prostate, and gastroesophageal cancers [18,19,20]. Recent work further showed elevated IL-8 in cachectic versus non-cachectic resected and locally advanced pancreatic cancer patients, which was not the case for IL-6, IL-1β, or TNF-α [18]. This same study also found a significant positive correlation between serum IL-8 levels and weight loss, and a significant negative correlation between serum IL-8 and muscle mass measured from CT scans, in pancreatic cancer patients. Thus, clinical data are highly suggestive of a role for IL-8 in cancer cachexia. 

Given this, it is somewhat surprising that there is a lack of mechanistic studies evaluating the role of IL-8 as a cachexia-inducing factor. This may be because the *Cxcl8* gene, and thus IL-8, is lacking in the mouse genome, and most mechanistic experiments utilize mouse models. However, mice do retain the presence of the two functional IL-8 receptors, CXCR1 and CXCR2 [43,61,62], since other chemokines also signal through these receptors. Indeed, in mice, NAP-2 and LIX both signal through CXCR1, and CXCL1, CXCL2, CXCL3, NAP-2, and LIX all signal through CXCR2 [63]. Moreover, in very recently published work, treatment of C2C12 myotubes with supraphysiological levels (100 and 1000 ng/mL) of recombinant IL-8 was sufficient to induce myotube atrophy [64]. Thus, mouse cells are responsive to human IL-8. In the current study, we show that 10 ng/mL of IL-8 induces comparable atrophy of both mouse C2C12 myotubes and human myotubes. We also found activation of ERK and STAT signaling in C2C12 mouse myotubes in response to human IL-8, which are both IL-8 responsive pathways in human non-muscle cells [65,66]. Thus, although there may be limitations to the the use of mouse cells and tissues to study the role of IL-8, the presence of the IL-8 receptors on mouse cells, and their functional responsiveness to IL-8, suggests they can provide a suitable system in which to study IL-8. Indeed, a multitude of studies have previously explored the role of IL-8 using mouse cells or mice [61,62,64,67,68,69,70].

Our finding that treatment of mice with IL-8 causes significant skeletal muscle wasting identifies IL-8 as an atrophy-inducing chemokine. Although this muscle atrophy in mice could be due to direct or indirect effects of IL-8 on muscle, our finding that IL-8 induces atrophy of myotubes, in vitro, demonstrates that IL-8 can act directly on muscle cells. This IL-8-induced atrophy appears to be mediated through CXCR2, since treatment with the CXCR2 antagonist blocks the IL-8-induced atrophy. Thus, although we did not test for a role of CXCR1, due to the lack of any specific inhibitors, the lack of significant atrophy in response to IL-8 when CXCR2 is selectively inhibited suggests a minimal, or no, role of CXCR1. 

As already mentioned, the binding of IL-8 to CXCR2 in non-muscle cells is known to activate STAT and ERK signaling [65,66], but also to activate NF-κB [71] and p38 MAPK signaling [65], and each of these signaling pathways is implicated in tumor-induced skeletal muscle atrophy [7,31,32,39]. Thus, we hypothesize that IL-8 may induce atrophy of muscle by activating one or more of these signaling pathways. From our survey of these pathways, we found IL-8 activates STAT and ERK1/2 signaling, induces no changes in κB signaling, and represses p38 MAPK. We also selected to measure FoxO and Smad signaling, not because they have been shown to be IL-8-responsive transcription factors, but because these pathways have also been implicated in tumor-induced muscle atrophy [28,33]. We found that IL-8 activates the Smad reporter and increases phospho(active)-Smad3 but induces no change in FoxO reporter activity. Although these combined findings suggest that IL-8-induced muscle atrophy may proceed through STAT, ERK, and/or Smad signaling, our data show that only inhibition of ERK1/2 blocks IL-8 induced myotube atrophy. This requirement of ERK1/2 is consistent with its requirement for colon adenocarcinoma (C26) conditioned media induced myotube atrophy and leukemia inhibitory factor-induced myotube atrophy [72], as well as cachexia in C26 tumor-bearing mice [39]. Thus, IL-8 induced myotube atrophy requires a CXCR2-ERK1/2 signaling axis. 

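Of 10 genes of ubiquitination, proteasomal degradation and autophagy that the paper names from the TA arrays, 4 passed over all genes and 9 when adjusted over the list alone. All 10 had higher means with IL-8, with a median log2 fold change of 0.89 (camera adjusted p = 1.1e-09, adjusted p = 0.36 with an estimated correlation). With the covariate for the KC axis the median was 0.136 (camera adjusted p = 0.336). The study picked these genes from the same arrays, so the counts are not independent evidence of their direction. Ube3b, a HECT ubiquitin ligase, rose from 6.50 ± 0.71 (SD, n = 3) to 7.62 ± 0.31 (SD, n = 5), a log2 fold change of 1.11 (standard error 0.28, adjusted p = 0.098 from limma). The autophagy kinase Ulk1 was at 5.29 ± 0.53 (SD, n = 3) and 6.60 ± 0.63 (SD, n = 5), a log2 fold change of 1.31 (0.35) that did not pass (adjusted p = 0.102). Ulk2, a related kinase, had a log2 fold change of 0.56 (0.14, adjusted p = 0.099) and a fold of 1.47, under the minimum. The ubiquitin shuttle genes Ubqln4 and Ubqln1 had log2 fold changes of 1.19 (0.33, adjusted p = 0.109) and 0.64 (0.21, adjusted p = 0.138), the proteasome subunit Psmd3 of 0.79 (0.24, adjusted p = 0.123) and the F-box gene Fbxl17 of 0.78 (0.25, adjusted p = 0.132), and none of these passed. Of 33 other autophagy genes, 3 rose and 0 fell, or 6 and 0 when adjusted over the list alone, and the median was 0.18 (camera adjusted p = 1.1e-04, adjusted p = 0.46 with an estimated correlation), or 0.106 with that covariate (0.394). Atg2b, a lipid transfer protein of the forming autophagosome, rose by 1.02 (0.22), Atg13, a partner of the Ulk kinases, by 0.78 (0.18) and the cargo receptor Nbr1 by 0.64 (0.14). With the liver-transcript arrays as a block, 0 genes of both lists passed by limma, 9 of the 10 and 7 of the 33 had an unadjusted p under 0.05, and Ube3b differed by 0.70 (standard error 0.17, adjusted p = 0.211), with 1.03 among the liver-transcript arrays and 0.42 among the others, and by -0.074 with the covariate for the KC axis. The block left the 10 genes' median at 0.64 (0.62 within the liver-transcript arrays, 0.47 within the others) and that of the autophagy list at 0.12 (0.16 and 0.20), and camera's adjusted p for the autophagy list was 0.0684 with dim genes left out and 0.108 with quantile normalization. Without vehicle replicate 2 or 4 or IL-8 replicate 2, 3, 4 or 5, limma called 0 genes of both lists, with 8 to 10 of the 10 at an unadjusted p under 0.05, and without vehicle replicate 1 it called 10 of the 10 and 9 of the 33, and without IL-8 replicate 1 it called 8 and 7.

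**Figure D4:**
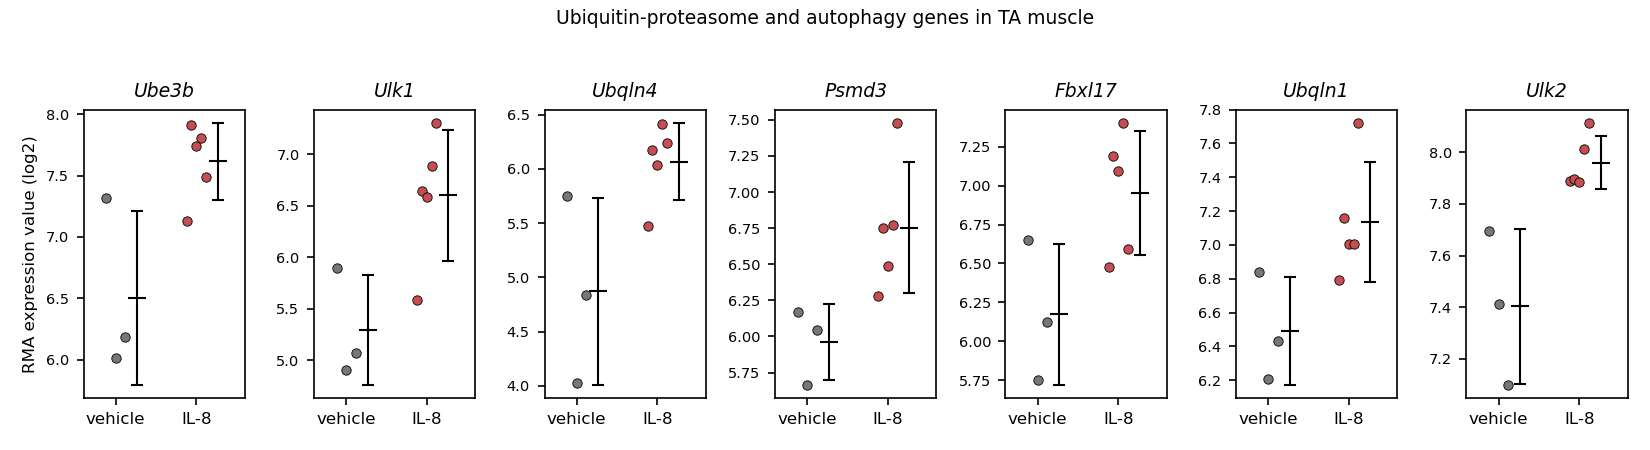
RMA expression value (log2) of 7 ubiquitin, proteasome and autophagy genes in each array of vehicle-injected (grey, 3 arrays) and IL-8-injected mice (red, 5 arrays). Points are arrays and bars show the mean ± SD. Of the 7 genes plotted, Ube3b passed, at 6.50 ± 0.71 with vehicle and 7.62 ± 0.31 with IL-8.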

Although we did not determine the downstream targets of this axis in myotubes, our in vivo microarray data show that several genes annotating to the ubiquitin proteasome pathway, including *Fbxo31*, *Ubr2*, *Ubr4*, *Ubr5*, *Ube3b*, *Ubqln1*, *Ubqln4*, *Psmd3*, and *Fbxl17* are increased in skeletal muscle in response to IL-8, as are the autophagy-related genes *Ulk1* and *Ulk2*. These genes may, therefore, be downstream targets of this IL-8-CXCR2-ERK1/2 axis in skeletal muscle. Our subsequent findings that IL-8 neutralization or inhibition of CXCR2 prevents myotube atrophy in response to PPC CM and L3.6pl CM identifies IL-8 as the major soluble mediator in PC CM which causes myotube atrophy. Furthermore, since inhibition of ERK1/2 prevents significant myotube atrophy in response to PPC CM and L3.6pl CM, we can conclude that myotube atrophy in response to human PC cell-conditioned media requires the IL-8-CXCR2-ERK1/2 axis. 

## 4. Materials and Methods

### 4.1. Cells

The primary human pancreatic cancer (PPC) cell line was previously isolated, and methods described [73]. Briefly, a 2 × 2 mm viable portion of resected pancreatic tumor tissue, obtained with informed written patient consent and approved by the University of Florida Institutional Review Board, was implanted subcutaneously into immunocompromised mice and allowed to grow to 1.5 cm. The xenograft tumor was removed, minced and enzymatically digested, seeded onto collagen-coated plates, and cultured in advanced Dulbecco’s Modified Eagle Medium DMEM; Thermo Fisher Scientific, Waltham, MA, USA) with nutrient mixture F12, 10% fetal bovine serum (FBS; Thermo Fisher Scientific), 6 mmol/L glutamine, 1% of penicillin/streptomycin, and 40 ng/mL dexamethasone (Thermo Fisher Scientific). Cells were differentially trypsinized to remove any contaminating fibroblasts, and homogeneity confirmed with cytokeratin 19 and class I human leukocyte antigen (HLA) markers. 

Human L3.6pl pancreatic cancer cells were originally derived from repeated in vivo injections of the COLO-357 pancreatic cell line, as previously described [74,75], and maintained in DMEM, 10% FBS, and 1% penicillin/streptomycin. The primary human pancreatic tumor-associated stroma (TAS) line was previously isolated and described by Han et al. [76] from freshly resected pancreatic surgical specimens. The PPC and TAS cell lines were maintained in advanced DMEM/F12 containing 1X GlutaMAX (Thermo Fisher Scientific), 100 ng/mL recombinant human epidermal growth factor (Sigma-Aldrich, St. Louis, MO, USA), 10% FBS, and penicillin/streptomycin, and incubated at 37 °C in 5% CO_2_.

Murine C212 myoblasts were obtained from the American Type Culture Collection (Manassas, VA, USA) and cultured in DMEM, 10% FBS, and 1% penicillin/streptomycin at 37 °C in 5% CO_2_. Myoblasts were differentiated in DMEM containing 2% horse serum (Thermo Fisher Scientific), and 1% penicillin/streptomycin. The differentiation medium was changed every other day. Human skeletal myoblasts were obtained from Cook MyoSite (Pittsburgh, PA, USA), and cultured using the Cook Myosite MyoTonic™ media kit with 10% FBS according to the manufacturer’s instructions. The human skeletal muscle-derived cells were differentiated using MyoTonic™ differentiation medium.

### 4.2. Conditioned Media

Conditioned media (CM) was collected by plating 1x10^6^ PPC, L3.6pl or TAS cells in a T-25 cell culture flask. CM from co-culture experiments was generated from L3.6pl:TAS co-cultures and PPC:TAS co-cultures plated in a 1:1 ratio. The following day cells were washed twice with 1X phosphate buffered saline (PBS) (Thermo Fisher Scientific) and once with appropriate serum-free growth media containing antibiotics. Cells were then incubated for 24 h in fresh serum-free media. CM was collected from the culture flask, centrifuged at 2000× *g* for 15 minutes, and then filtered through 0.22 µm. Aliquots of CM were stored at −80 °C and used for all experiments. For crosstalk experiments, cancer or stromal cells were plated at a density of 2 × 10^5^ in 12-well plates and allowed to rest overnight. The indicated CM was added at 10% or 50% in appropriate growth media, and the final conditioned media collected at 24 h, centrifuged, filtered, and stored. 

### 4.3. Cytokine and Chemokine Analysis

Conditioned media was screened for soluble mediators using the Premixed 41-Plex human cytokine/chemokine magnetic bead panel (MilliporeSigma, Burlington, MA, USA) according to the manufacturer’s instructions. Data were acquired on a Luminex^®^ 200 (Luminex Corp, Austin, TX, USA), and cytokine and chemokine concentrations were determined based on a five-parameter logistic spline-curve fitting method using the MILLIPLEX^®^ Analyst 5.1 software (Vigene Tech Inc., Carlisle, MA, USA). The analytes tested were sCD40L, EGF, FGF-2, Flt-3 ligand, Fractalkine, G-CSF, GM-CSF, GRO, IFN-α2, IFNγ, IL-1a, IL-1b, IL-1ra, IL-2, IL-3, IL-4, IL-5, IL-6, IL-7, IL-8, IL-9, IL-10, IL-12 (p40), IL-12 (p70), IL-13, IL-15, IL-17A, IP-10, MCP-1, MCP-3, MDC (CCL22), MIP-1α, MIP-1β, PDGF-AB/BB, RANTES, TGF-α, TNF-α, VEGF, Eotaxin/CCL11, PDGF-AA.

### 4.4. Myotube Treatments and Diameter Measurements

Murine C2C12 myoblasts were differentiated and treated on day 4 with 10ng/mL of recombinant human IL-8 (R&D Systems, Minneapolis, MN, USA), or conditioned media in a ratio of 1:3 with fresh differentiation media, for 48 h. To neutralize IL-8, CM was incubated with 1µg/mL of a human IL-8 antibody (R&D Systems, Minneapolis, MN, USA) for 1 hour at 37 °C prior to the addition of CM to myotubes. Mouse IgG_1_ was used at the same concentration as an isotype control. To inhibit ERK1/2, STAT3/5, Smad3, and CXCR2, differentiated myotubes were treated with 10 ng/mL of recombinant IL-8 in the presence of the following inhibitors and concentrations: U0126, 1 uM (Tocris Bioscience, Bristol, UK); SIS3, 3uM (MilliporeSigma); SH-4-54, 2uM (MilliporeSigma); and SB225002, 22nM (R&D Systems, Minneapolis, MN, USA); or with a DMSO vehicle control. In experiments where PPC and L3.6pl CM were pretreated with inhibitors U0126 and SB225002, CM was treated at a concentration of 1 uM and 22 nM, respectively. for 12 h. Myotubes were then fixed in 2% paraformaldehyde (Boston BioProducts, Ashland, MA, USA) for 30 minutes, permeabilized, and blocked for 30 minin 3% bovine serum albumin (BSA) (Sigma-Aldrich) with 0.5% triton X-100 (Thermofisher) in 1X PBS. Myotubes were incubated with mouse monoclonal anti-myosin heavy chain antibody MF20 (Developmental Studies Hybridoma Bank, Iowa City, IA) overnight at 4 °C. The cells were then washed with 1X PBS and myotubes stained with Rhodamine Red-X goat anti-mouse IgG (Thermofisher Scientific) for 1 hour at room temperature. Myotubes were imaged on a Leica DMI3000 B inverted microscope, equipped with an N2.1 filter set (Leica Microsystems, Buffalo Grove, IL, USA). Myotube diameter was measured using ImageJ (https://imagej.nih.gov/ij/), where hand-traced diameters of at least 2 measurements per myotube were made. A minimum of 150 myotubes was measured per group. Images are acquired at 20X unless otherwise stated. 

### 4.5. Plasmids

The NF-κB reporter plasmid was obtained from Dr. Steffan Ho and the FoxO reporter from Dr. Alex Toker (Beth Israel Deaconess Medical Center, Boston, MA, USA), and both have been previously used and described [77,78]. The Smad (CAGA_12_-luciferase reporter) was obtained from Dr. Peter Ten Dijke (Leiden University Medical Centre, Leiden, The Netherlands), and has previously been used and described [79]. The STAT reporter plasmid was obtained from Addgene (Watertown, MA, USA; plasmid 8688), where it was deposited by Jim Darnell and has previously been described [80]. pRL-TK-*Renilla* was purchased from Promega (Madison, WI, USA).

### 4.6. Luciferase Reporter Assays

C2C12 myoblasts were transiently transfected in 12-well plates with firefly luciferase reporter plasmids using FuGENE^®^ HD (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Each experimental condition was co-transfected with a *Renilla* luciferase reporter. After transfection, myoblasts were differentiated for 4 days and then myotubes were treated with 10ng/mL of recombinant IL-8 for the indicated time points. Cells were lysed in passive lysis buffer (Promega) with protease and phosphatase inhibitors (MilliporeSigma) and transferred to microcentrifuge tubes. Cell lysates were centrifuged at 9500× *g* for 10 minat 4 °C and supernatant was collected and mixed with luciferase assay reagent (Promega) according to the manufacturer’s instructions. Luciferase activity was measured with a Turner Biosystems modulus luminometer (Promega), and firefly luciferase activity was normalized to *Renilla* luciferase activity.

### 4.7. Western Blots

Four-day differentiated C2C12 myotubes were treated at the time points indicated, washed twice in 1X PBS (Thermo Fisher Scientific), and lysed in radioimmunoprecipitation assay (RIPA) buffer (MilliporeSigma) on ice for 30 minutes. Cells were then scraped into 1.7mL Eppendorf tubes, centrifuged at 9000× *g* for 10 minat 4 °C, and supernatant collected. Protein lysates were quantified by BCA assay (Thermo Fisher Scientific) according to the manufacturer’s instructions. Equal amounts of protein were separated by SDS-PAGE (4%–15% TGX stain-free gel Bio-Rad, Hercules, CA, USA), and proteins transferred using the trans-blot turbo transfer system (Bio-Rad). The nitrocellulose membranes were probed with the following antibodies from Cell Signaling (Danvers, MA, USA), according to established Western blot protocols: p-STAT3 (#9145), STAT3 (#9139), p-STAT5 (#9351), STAT5 (#94205), p-SMAD2 (#3104), p-SMAD3 (#9520), SMAD2/3 (#8685), p-ERK1/2 (#4370), ERK1/2 (#4695), IκBα (#4814), p-p38 (#9216), p38 (#9212), and GAPDH (#2118). The secondary signal was quantified by fluorescence using a LI-COR Odyssey^®^ imager (LI-COR Biosciences, Lincoln, NE, USA), and the signal was normalized to a GAPDH loading control.

### 4.8. Animals

All animal studies were approved by the University of Florida Institutional Animal Care and Use Committee (Animal Welfare Assurance Number A3377-01, protocol 201608146, approved on 17 November 2016) and were in compliance with the National Institutes of Health Guidelines for Use and Care of Laboratory Animals. Mice were housed at the University of Florida animal facility in a regulated temperature and humidity environment under a 12-hour light/dark cycle. Animals were provided standard diet and water ad libitum. 

### 4.9. IL-8 Treatment of Mice

Eight-week-old male C57BL/6J mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA), and 50 µg/kg recombinant human IL-8 (R&D Systems), diluted in 0.1% BSA, was administered by intraperitoneal injection every other day for 6 days. Age-matched control animals were given 0.1% BSA as control injections. Animals were euthanized on day 7 and tibialis anterior (TA), gastrocnemius complex, diaphragm, gonadal fat, and peripheral blood taken. Muscles were rinsed in 1X PBS, weighed, and flash-frozen in liquid nitrogen for RNA isolation or embedded in OCT and frozen in liquid nitrogen-cooled isopentane for cryosectioning. 

### 4.10. Muscle Immunohistochemistry and Measurements

Tibialis anterior muscles were cut across the midbelly and 10 µm sections transferred onto glass slides using a Microm HM 550 Cryostat (Microm International, Walldorf, Gemany). Tissue sections were fixed with 4% paraformaldehyde for ten minutes, then incubated with wheat germ agglutinin conjugated to Alexa Fluor™ 594 (Thermo Fisher Scientific) for 1 hour at room temperature. Whole diaphragm muscles were cryosectioned and fixed as above and stained for myosin heavy chain type I (clone BA-D5, Developmental Studies Hybridoma Bank), myosin heavy chain type IIa (clone SC-71, Developmental Studies Hybridoma Bank) and wheat germ agglutinin conjugated to Alexa Fluor™ 594 (Thermo Fisher Scientific). Secondary antibodies used for MHC type I and MHC type IIa were Alexa Fluor™ 350 and 488, respectively. TA and diaphragm sections were imaged on a Leica DM5000 B upright microscope, and muscle fiber cross-sectional area was measured using ImageJ. A minimum of 250 fibers was measured per muscle.

### 4.11. Microarray and Gene Expression Analysis

Whole TA muscle was homogenized using a polytron homogenizer, and total RNA isolated using TRIzol™ Reagent (Thermo Fisher Scientific) as previously described [81]. RNA purity and concentration in samples was determined by absorbance spectrophotometry. Samples were then shipped to Boston University Microarray and Sequencing Resource Core facility where further RNA quality testing was conducted by Bioanalyzer 2100 analysis (Agilent, Palo Alto, CA, USA). Samples used for microarray had a minimal RIN number of 9.0. Microarray analysis was performed using GeneChip mouse gene 2.0 ST array, as described previously [22]. Differential gene expression analyses (using −1.5 ≥ fold change ≥ 1.5-fold and q ≤ 0.1) were performed in our lab using the comparative marker selection module within GenePattern (Broad Institute) and Gene Ontology (GO) biological processes determined using the DAVID Bioinformatics database [24,25] version 6.8. Recently, our lab performed a microarray analysis of skeletal muscle samples from PDAC patients and non-cancer controls (GSE: 130563) [30]. Bioinformatic analyses of differentially expressed genes (−1.2 ≤ fold change ≥ 1.2) between PDAC patients and non-cancer controls were performed through ingenuity pathway analysis [82].

### 4.12. Statistical Analysis

Statistical analyses were performed using GraphPad Prism^®^ (GraphPad Software, San Diego, CA, USA), and the level for statistical significance was set to *p* < 0.05. Unpaired *t*-tests were conducted for all two-group comparisons, after first testing for normality with Shapiro–Wilk. When more than two groups were compared, an analysis of variance (ANOVA) was used, followed by Bonferroni post hoc comparisons. Data are presented as mean ± SEM.

## 5. Conclusions

In summary, through this body of work, we identified IL-8 as a cachexia-inducing factor in vitro and in vivo that is synergistically released from the interaction of primary human pancreatic cancer cells and tumor-associated stromal cells—which more closely recapitulates the pancreatic tumor microenvironment, in vivo. Mechanistically, we identified that IL8 induces muscle wasting through the engagement of the CXCR2 receptor and activation of ERK signaling and that this signaling axis is necessary for muscle atrophy induced in response to pancreatic cancer cell-conditioned media.

## Figures and Tables

**Figure 1:**
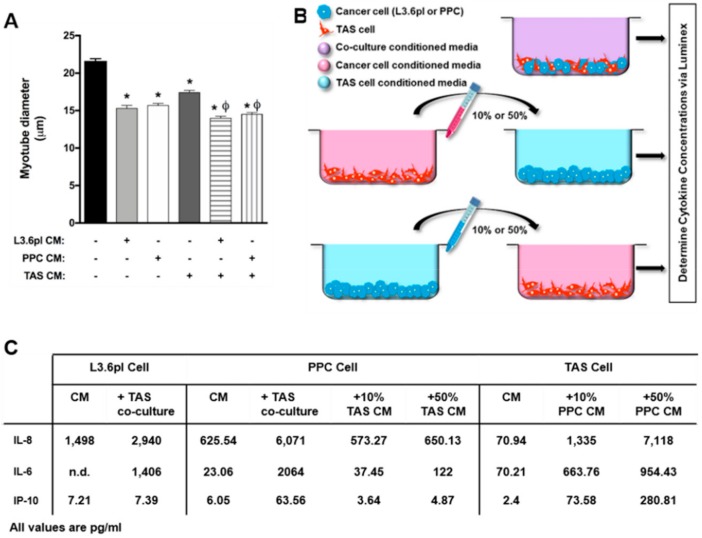
Atrophy in response to, and cytokine concentrations in, conditioned medium (CM) from human pancreatic cancer cells and stromal cells. (**A**) C2C12 myotube diameter following 48 h of treatment with CM from human pancreatic cancer cells (L3.6pl and PPC), human tumor-associated stromal (TAS) cells, or co-culture CM. Data presented as mean ± SEM. * *p* < 0.05 compared with control. ϕ *p* < 0.05 compared to L3.6pl/PPC or TAS CM only. (**B**) Schematic drawing depicting generation of CM by co-culture of L3.6pl or PPC cells with TAS cells, PPC cells with either 10% or 50% TAS CM, or TAS cells stimulated with either 10% or 50% PPC CM for 24 h. (**C**) Concentrations of IL-8, IL-6, and IP-10 (pg/mL) in CM.

**Figure 2:**
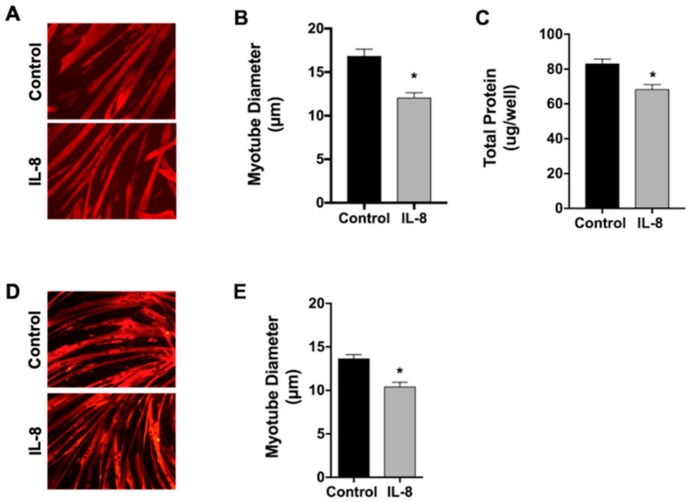
IL-8 induced atrophy of myotubes. C2C12 myotubes (**A**–**C**) and primary human myotubes (**D**,**E**) were treated with 10 ng/mL of recombinant human IL-8, or BSA as a control, for 48 h. Myotubes were immunostained for myosin heavy chain (**A**,**D**) and diameter quantified (**B**,**E**). (**C**) Total protein in control and IL-8 treated C2C12 myotubes. Data presented as mean ± SEM. * *p* < 0.05 compared with control.

**Figure 3:**
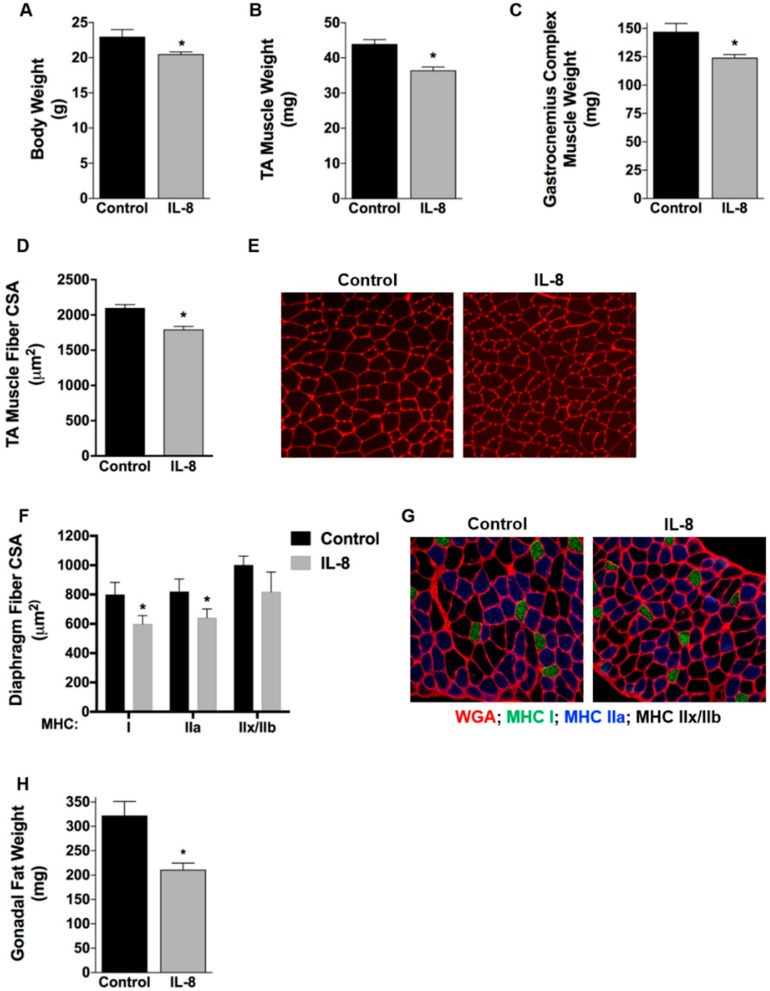
IL-8 induced skeletal muscle and fiber atrophy. (**A**) Body weight, (**B**) tibialis anterior muscle weight, (**C**) gastrocnemius complex muscle weight, and (**H**) gonadal fat weight in mice injected i.p. every other day with 50 μg/kg of IL-8 (*n* = 5 mice) or vehicle (n = 4 mice) for 6 days and tissues harvested 24 h after the last injection. (**D**) Mean TA muscle fiber cross-sectional area measured from wheat germ agglutinin stained cross-sections (**E**). (**G**) Cross-sections cut from the diaphragm muscle and stained with wheat germ agglutinin (red) and immunostained for myosin heavy chain (MHC) type I (green) and MHC type IIa (blue). Unstained (black) fibers are MHC type IIb/x. (**F**) Fiber-type-specific CSA measured in diaphragm muscles. Data presented as mean ± SEM. * *p* < 0.05 compared with control.

**Figure 4:**
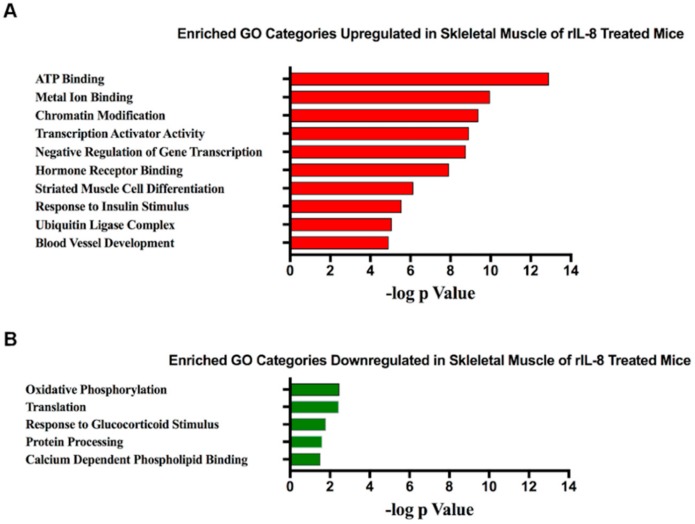
IL-8 responsive skeletal muscle gene networks. Microarray analyses were performed on TA muscles from mice injected i.p. every other day with 50 μg/kg of IL-8 (*N* = 5) or vehicle (*N* = 3) for 6 days and tissues harvested 24 h after the last injection. Enriched Gene Ontology (GO) categories from genes, which were increased (**A**) or decreased (**B**).

**Figure 5:**
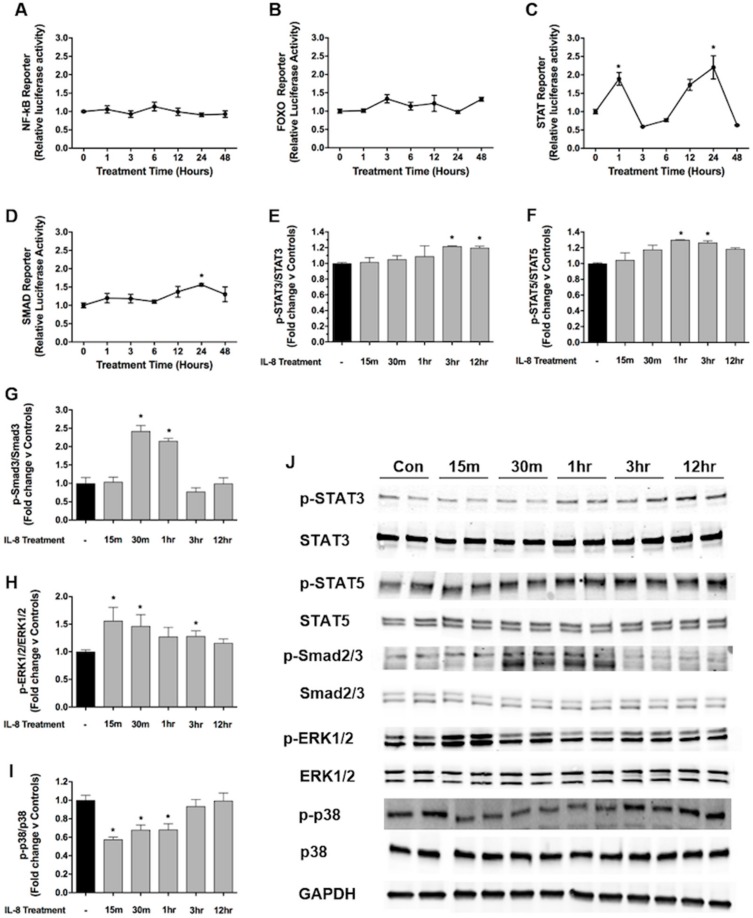
IL-8 responsive signaling pathways in skeletal muscle myotubes. (**A**–**D**) NF-ĸB, FoxO, STAT, and Smad dependent luciferase reporters in C2C12 myotubes treated with 10 ng/ml IL-8 for 1–48 h. STAT3 (**E**), STAT5 (**F**), Smad2/3 (**G**), ERK1/2 (**H**), and p38 (**I**) phosphorylation and total levels in C2C12 myotubes treated with 10 ng/ml IL-8 for 15 minto 12 h. (**J**) Representative Western blots of target proteins and loading control (GAPDH). Data presented as mean ± SEM. * *p* < 0.05 compared with control.

**Figure 6:**
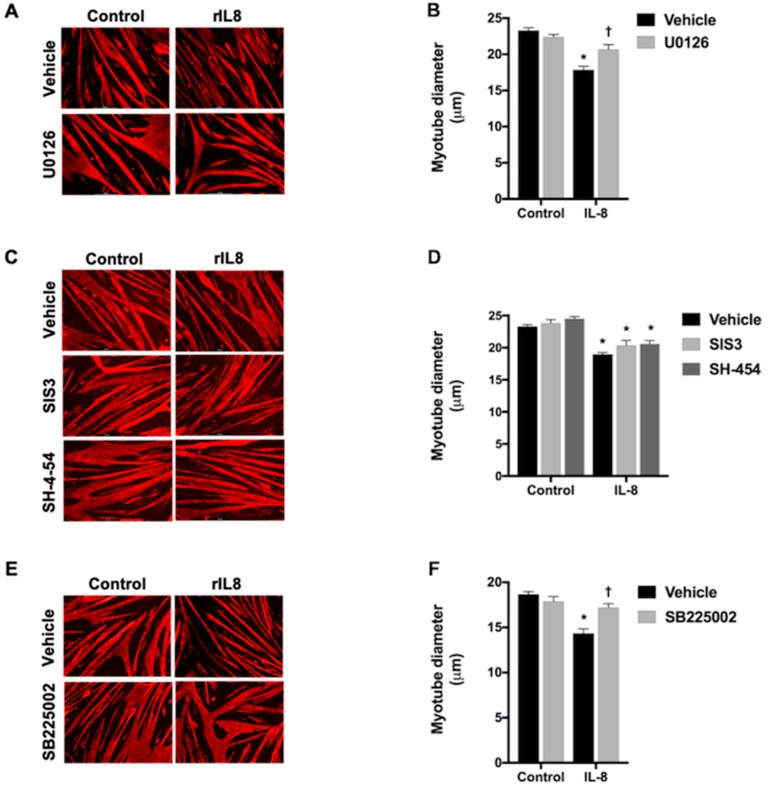
IL-8 signals through CXCR2 and ERK1/2 to induce myotube atrophy. C2C12 myotube representative images (**A**) and diameter (**B**), following 48 h of IL-8 treatment in the presence of the DMSO vehicle or the ERK 1/2 inhibitor UO126. C2C12 myotube representative images (**C**) and diameter (**D**) following 48 h of IL-8 treatment in the presence of either the DMSO vehicle, the Smad3 inhibitor SIS3, or the STAT3/5 inhibitor SH-4-54. C2C12 myotube representative images (**E**) and diameter (**F**), following 48 h of IL-8 treatment in the presence of the DMSO vehicle or the CXCR2 antagonist SB225002. Data presented as mean ± SEM. * *p* < 0.05 compared with control; † *p* < 0.05 compared with the IL-8 vehicle.

**Figure 7:**
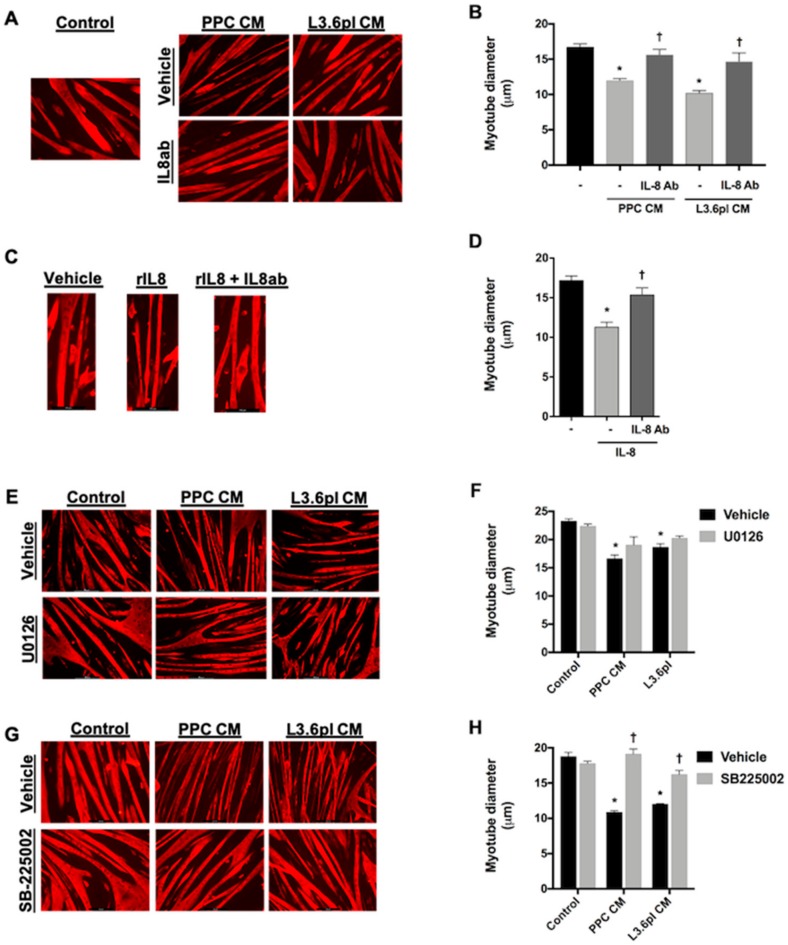
IL-8 is required for myotube atrophy in response to human pancreatic cancer cell CM. C2C12 myotube representative images (**A**) and diameter (**B**), following 48 h of exposure to PPC CM or L3.6pl CM in the presence or absence of an IL8 neutralizing antibody. C2C12 myotube representative images (**C**), and diameter (**D**), following 48 h of IL-8 treatment in the presence or absence of an IL-8 neutralizing antibody. C2C12 myotube representative images (**E**) and diameter (**F**), following 48 h of exposure to PPC CM and L3.6pl CM in the presence or absence of the ERK1/2 inhibitor UO126. C2C12 myotube representative images (**G**) and diameter (**H**), following 48 h of exposure to PPC CM or L3.6pl CM in the presence or absence of the CXCR2 antagonist SB225002. Data presented as mean ± SEM. * *p* < 0.05 compared with untreated control; † *p* < 0.05 compared with the CM vehicle.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/11/12/1863/s1, Table S1: Concentration of cytokines and chemokines in the conditioned medium of human pancreatic cancer and tumor associated stromal cells, and their co-culture, Figure S1: IL8-related canonical pathways enriched in the transcriptome of PDAC patient skeletal muscle.

# Supplementary material for: IL-8 Released from Human Pancreatic Cancer and Tumor-Associated Stromal Cells Signals through a CXCR2-ERK1/2 Axis to Induce Muscle Atrophy
**Source:** Cancers (Basel). 2019 Nov 25;11(12):1863. doi: 10.3390/cancers11121863
**Supplement:** Supplementary file 1

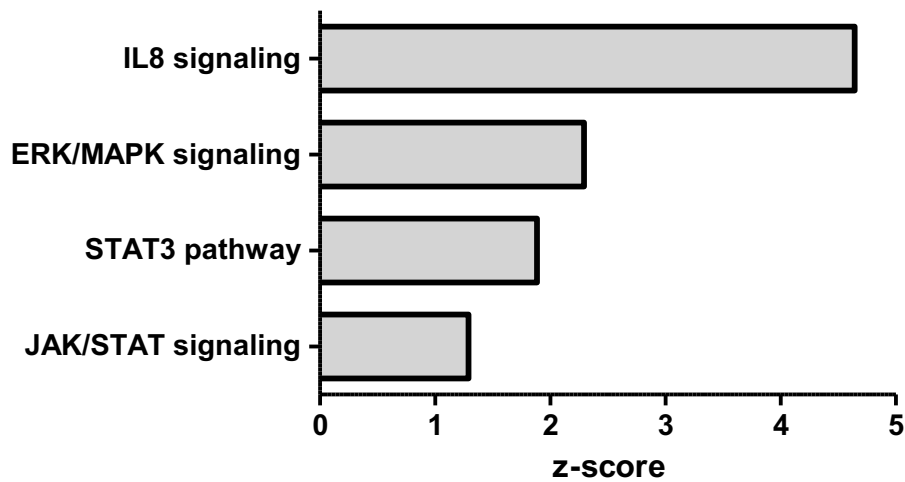

Supplemental Figure 1. IL8-related canonical pathways enriched in the skeletal muscle transcriptome of PDAC patients. Ingenuity Pathway Analysis of a recently published microarray from our lab [30] comparing the skeletal muscle transcriptome of PDAC patients and non-cancer controls reveals significant activation of *IL8 Signaling* (z-score = 4.642, $P < 0.0001$) in cachectic PDAC patients. In addition, activated pathways identified in IL8-treated C2C12 myotubes also appear to be activated in the skeletal muscle of cachectic PDAC patients. These pathways include *ERK/MAPK signaling* (z-score = 2.294, $P < 0.001$), *STAT3 pathway* (z-score = 1.886, $P < 0.0001$), and *JAK/STAT signaling* (z-score = 1.291, $P < 0.0001$).

How the deposited data were processed for this re-analysis (not part of the article)

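RNA of mouse skeletal muscle was measured on 12 Affymetrix Mouse Gene ST arrays, 3 from vehicle-injected, 5 from IL-8-injected and 4 from KC-injected mice. The paper reports the vehicle and IL-8 arrays, as TA muscle. For the KC arrays, the dose of 50 µg/kg and the schedule come from the sample labels, which name the tissue as skeletal muscle. The age and harvest day of the KC mice are not given in the sources used here. The authors deposited 1 log2 value per gene and array, made by RMA with affy 1.36.1 in R 2.15.1 according to the submitters' processing notes. RMA corrects the background, applies quantile normalization to the probes and summarizes them, so differences in overall brightness between arrays are largely removed before the values are compared. Whether the 12 arrays were processed in 1 run is not given in the sources used here. Rows are Entrez gene numbers, named through the platform annotation of 2015. Of these, 23185 had 1 symbol, 0 had several, and 2021 were unnamed and were not tested, except under the setting that tests every entry. No array was left out of the reported comparisons. A gene is not reported here.

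From the deposited log2 values, limma 3.58.1 in R 4.3.3 compared IL-8 with vehicle, KC with vehicle and IL-8 with KC, each fitted on the arrays of its own groups with lmFit and eBayes. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.1 and a fold change of at least 1.5. Shifts of 45 gene lists of pathways, complexes and cell type markers were tested with camera at a preset correlation of 0.01, with an adjusted p under 0.05, and again with an estimated correlation and with fry. Genes named in the text are those the paper names from the arrays, the 8 largest changes each way for IL-8 against vehicle and the 5 largest each way for IL-8 against KC among called genes whose arrays do not overlap between groups, and up to 4 called members of each list, or the 2 with the smallest p where none is called. Predicted genes, olfactory receptors and small RNAs were left out of the largest changes but counted. Other genes are named as chosen after their values were seen.

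The paper names comparative marker selection in GenePattern with a q of at most 0.1, without its statistic, and that module was not run here. Alternatives were the methods' t-test, which the paper names for comparisons of a pair of groups in general and not for the arrays, taken here with unequal variances, its exact permutation form, Storey q-values with pi0 from p-values above 0.5, all 12 arrays in one fit, every entry, dim genes left out (mean log2 value at or below the median), quantile normalization, centring on the array median, an intensity trend, array weights, the replicate number as a block, an adjusted p of at most 0.05, no fold change minimum, and leaving out each array in turn. A block for the 3 arrays with high liver transcripts, their omission, a covariate and a pair of t-tests with Storey q-values were added after the values were seen. The tests were tested on simulated data for 23185 genes with 200 changed. Noise was drawn independently for each gene and array, while the real arrays share variation (40.2% of variance on the first component of 12 arrays). The rates that follow need not hold for the real arrays. For IL-8 against vehicle, 77 of 100 genes changed by a log2 value of 1 and 97 of 100 changed by 2 were called, with 15 false calls among 189. For KC against vehicle these were 56 and 96, with 17 false calls among 169, and for IL-8 against KC 84 and 99, with 13 among 196. Over 66 pairs of arrays, the correlation across genes was 0.953 to 0.991. Random steps used seed 1. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6.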

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

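Among the tests below, those of the KC axis on the gene calls, of glucocorticoid genes with the covariate, and of the called genes after centring, quantile normalization or removal of the span trend were chosen only after the result was seen, as were the covariate and the block for the liver-transcript arrays.

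Liver transcripts were high in vehicle replicates 2 and 4 and IL-8 replicate 1, as first seen in 17 liver genes with array means of 6.61, 6.17 and 5.76 against 2.92 to 3.60 in the other 9 arrays. Of 43 further liver genes listed before the test, 69.8% were higher in each of these 3 arrays than in each of the other 9, against 1.30% of all genes and 0.455% by chance, with a median difference of 0.94. Of the 60 liver genes, 6 lay above the array median in all of the other 9 arrays, so muscle may express them too, and 3 are in another list. Liver RNA in these samples is a hypothesis that fits these values, and carry-over at dissection or at the array step cannot be separated by them. Among the genes called, 1 liver gene, Cyp2c29, is lower and 0 are higher. Only the 60 listed liver genes were looked up, so this does not give the share of liver transcripts among the 592.

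More genes rose than fell with IL-8. Removal of any of 6 arrays left fewer than 1/1.5 of the calls, so their loss is not particular to 1 array. The number was also 3338 without vehicle replicate 1 and 1227 without IL-8 replicate 1. It thus moved by more than 1.5 times without each of the 8 arrays, and which of them decide it cannot be told. Without vehicle replicate 1, 1794 genes were higher and 1544 lower, so the share of calls that were higher was 53.7%, against 68.6%, although increases were still in excess. The tables argue against an overall shift in array intensity as the whole cause, since 512 of the 592 genes were also called when each array was centred, where 83.9% of 660 calls were higher. The test set beforehand asked if centring or quantile normalization moves the share of calls that are higher past a set limit. Both did, upward, from 68.6% to 83.9% and to 2 of 2 calls, so a part of shift or scale stays open. Equalizing array scale, or removing a trend on gene span, which stands in for transcript length, left most of the fold changes of the 592 genes. These genes were chosen on the same arrays before correction, so this is not independent evidence. The medians for the genes that rose and fell were 0.85 (standard error 0.19) and -0.77 (0.17), 0.774 (0.18) and -0.75 (0.17) with quantile normalization, and 0.827 (0.19) and -0.65 (0.16) with the span trend removed. Calls nevertheless went to 2 and to 55 (40 higher, 15 lower, 54 shared), because the median adjusted p of these genes, 0.091 before, moved just past the limit, to 0.115 to 0.117 and to 0.102 to 0.105, while all kept an unadjusted p under 0.05. The planned test of length came out as that explanation predicts, with a Spearman rho of 0.27 between fold change and span and the cut to 55 calls. Whether scale or length brought genes past the limit stays open, and for scale this cannot be told apart from the treatment, because the number of calls turns on so small a change in adjusted p. Liver-transcript arrays as a batch stay open: the block left 0 calls (2701 unadjusted), with medians of 0.63 (0.16) and -0.66 (0.18) and a median adjusted p of 0.214 and 0.244, although the same fit called 75 of 100 simulated genes changed by a log2 value of 1 and 97 of 100 changed by 2 (77 and 97 without the block). Across all genes the IL-8 differences of both sets correlated at 0.125, which 2 of 15 labellings reached, the real one included (highest other 0.149). An axis along which the KC arrays differ among themselves stays open too, as it correlated with the IL-8 fold change at 0.599 across genes and as a covariate left 0 calls (895 unadjusted) and medians of 0.24 (0.23) and -0.46 (0.26), while in simulated data that fit still called 32 of 100 genes changed by a log2 value of 1 and 84 of 100 changed by 2. Across genes, the axis also rose with gene span (Spearman rho 0.21), so the axis and the trend on span are not separate explanations. The gene lists were not tested with the span trend removed. The axis score was higher in most IL-8 arrays than in any vehicle array, so the covariate cannot separate the axis from treatment. Simulated noise, here and for the block, was independent between genes and arrays, so these rates need not hold for the real arrays.

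Of the 56 splits of the 8 vehicle and IL-8 arrays, 2, the real one included, gave at least its 592 calls. That share is under 0.05, but it counts against chance only if the 8 arrays are exchangeable. The highest other split, with 1486 calls, sets vehicle replicates 2 and 4 and IL-8 replicate 1 against the rest, which are the liver-transcript arrays, and the blocked value is 0. With labels exchanged only within those arrays and within the others there are 15 labellings, too few for a share under 0.05. The splits therefore do not exclude chance for IL-8 against vehicle. For KC against vehicle, all 35 of 35 splits reached the real count of 0, and the highest other gave 702 with vehicle replicate 1 and KC replicates 1 and 2 on 1 side, so chance is not excluded there. For IL-8 against KC, 3 of 100 splits drawn reached the real 700. The highest other gave 1361 with KC replicates 2 to 4 and IL-8 replicate 1 on 1 side, and the next 768 with IL-8 replicates 2 to 5 on 1 side. In both, IL-8 replicate 1, a liver-transcript array, was grouped with KC arrays. The 9 arrays may thus not be exchangeable, and chance is not excluded there.

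Clock genes had a median log2 fold change of 0.56 with IL-8, with Per1, Per2 and Per3 at a mean of 1.08. A different time of day at collection fits, as Arntl, Npas2 and Clock, whose transcripts peak opposite to the period genes, averaged -0.378 (standard error 0.086 over the 3 genes). The KC axis fits in part, since the clock median was 0.190 with that covariate. Glucocorticoid action may also contribute, as 20 glucocorticoid genes outside the clock list had a median of 0.22 without and 0.245 with the covariate. These remain hypotheses, and none of the 3 was separated from an effect of IL-8 by the design.

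A single array stood far from the rest of its group in 9 of 152 groups tested, where chance gives 7.6. The gap to the nearest array, as a share of the group's range, was 0.842 for FoxO targets, 0.814 for proteasome subunits and 0.784 for Cep85l (8.16 against 7.11 to 7.34), each high in IL-8 replicate 5. It was 0.800 for fibroblast markers (5.84 against 6.70 to 6.91) and 0.757 for Schwann cell markers (2.92 against 3.21 to 3.30), each low in IL-8 replicate 5. IL-8 replicate 1 was low for giant sarcomere genes at 0.762 (7.01 against 7.42 to 7.55), for Dysf at 0.897 (5.03 against 5.75 to 5.83) and for the KC-axis score at 0.751 (1.83 against 17.8 to 23.1). KC replicate 4 was low for pericyte markers at 0.841 (6.47 against 6.62 to 6.65). In IL-8 replicate 5, none of 10 cell marker lists exceeded the highest other array by more than 0.12.

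Age, harvest day and the muscle taken are not given for the KC mice, so differences between IL-8 and KC need not come from the chemokine. The IL-8 and KC groups differed by their own test in 700 genes (374 higher and 326 lower with IL-8, 4598 unadjusted). Limma called 0 of them without KC replicate 3 (3436 unadjusted) or IL-8 replicate 2, 3 or 4 (3671 to 3896 unadjusted), 1 without KC replicate 4, 8 without IL-8 replicate 5, 1741 without KC replicate 1 and 1130 without IL-8 replicate 1. By camera 18 lists differed, of which 0 did with an estimated correlation and 1, the circadian clock, by fry. Among genes named above, the log2 difference of IL-8 against KC was 0.97 for Foxo1, 0.78 for Fbxo31, 1.33 for Ubr4, 1.02 for Ube3b, 1.24 for Ulk1, 1.12 for Mn1, 1.38 for Sptb, 1.16 for Per1, 1.09 for Cep85l, 1.22 for Myo18b, 1.16 for Myo18a, -1.17 for Tma7 and -1.16 for Zfp984.

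Outside the genes the paper discusses, camera shifted the circadian clock, giant sarcomere genes at a median of 0.67, fatty acid oxidation at 0.23, STAT3 targets at 0.24, heat shock genes at 0.32 and fibroblast markers at -0.35 with IL-8, and none of these passed with an estimated correlation (adjusted p = 0.36 to 0.62). In the KC arrays, which the paper does not report, 15 lists were shifted against vehicle (13 up, 2 down), 4 without vehicle replicate 2 (4 up, 0 down), and 0 with an estimated correlation. With the block for the liver-transcript arrays, which sets KC against vehicle replicate 1 alone, 17 were shifted, 5 up and 12 down.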

How the results depend on the processing

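No planned setting reversed a called gene, or camera's direction for a called list, while many ended calls, and the cause was not tested, apart from the corrections weighed above for the 592 genes. The KC-axis covariate, the t-tests with Storey q-values and the liver-array settings (the 3 liver-transcript arrays, called liver-high here, as a block or left out) were chosen after the values were seen. Between IL-8 and vehicle, the 592 calls became 1531 with Storey q-values, 2083 with array weights, 933 with dim genes left out, 117 with all 12 arrays in one fit, 2 with quantile normalization, 2 at an adjusted p of at most 0.05, and 0 with the methods' t-test, its exact permutation form, the replicate block, the liver-array block or the KC-axis covariate. Storey q-values with an equal-variance test gave 1 and with an unequal-variance test 0, and leaving out each array gave 0 to 3338. By limma, 2484 genes had an unadjusted p under 0.05 with the replicate block. Between IL-8 and KC, 700 became 1193 with array weights, 1147 with no fold change minimum, 1 with all 12 arrays, 1 at an adjusted p of at most 0.05, and 0 by the methods' t-test (3249 unadjusted), its exact permutation form (3783) or the replicate block (3688), with 0 to 1741 when leaving out each array. KC against vehicle gave 0 to 92, the latter without vehicle replicate 1.

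Same-numbered arrays share only a number: their deviations correlated at -0.32, -0.20 and 0.00 for IL-8 and vehicle, 0.36, -0.17 and 0.22 for KC and vehicle, and -0.36, 0.12, 0.06 and -0.09 for IL-8 and KC, and 0 of 6, 3 of 6 and 1 of 8 arrays correlated best with their own number. The replicate block took the calls for IL-8 against vehicle and against KC to 0.

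FoxO1 and FoxO3a kept log2 fold changes of 0.92 and 0.95 but not the call with the methods' t-test (adjusted p = 0.503 each), its permutation form (0.336 and 0.303), an adjusted p of at most 0.05, or the equal-variance (0.130) and unequal-variance (0.314) tests with Storey q-values. They were 0.79 and 0.92 with quantile normalization, 0.90 and 0.93 with the replicate block (adjusted p = 0.463), 0.64 and 0.81 with the liver-array block, 0.57 and 0.83 with the liver-high arrays left out, and 0.17 and 0.57 with the covariate. Leaving out each array gave 0.71 to 1.14 and 0.70 to 1.11, with adjusted p of 0.0080 to 0.321.

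Of the lists, 18, 15 and 18 were shifted for IL-8 against vehicle, KC against vehicle and IL-8 against KC, and 0, 0 and 0 with an estimated correlation, or 0, 0 and 1 by fry. KC against vehicle gave 4 lists with dim genes left out and 3 with quantile normalization. Leaving out each array gave 16 to 21, 4 to 19 and 17 to 21. Of the lists that camera shifted with or without the covariate, the IL-8 medians turned sign under it for the tricarboxylic acid cycle (-0.34), fatty acid oxidation (-0.39), coactivators (-0.081), insulin signaling (-0.030), endothelial markers (-0.37) and tendon markers (1.90), as did the gene Ube3b (-0.074), and for slow fiber genes, with a median of -0.25 after -0.09, only camera's direction did. With the liver-high arrays left out, medians were -0.25, -0.35 and -0.070 for the tricarboxylic acid cycle, fatty acid oxidation and endothelial markers. With the liver-array block, which sets KC against vehicle replicate 1 alone, camera's direction reversed for some lists. Their KC medians were -0.24 for the paper's genes, -0.14 for FoxO targets, -0.063 for ubiquitin ligases, -0.41 for the tricarboxylic acid cycle, -0.49 for fatty acid oxidation, -0.26 for chromatin, -0.28 for coactivators, -0.29 for insulin signaling, -0.14 for the clock, -0.070 for giant sarcomere genes, -0.24 for slow fiber genes and -0.46 for endothelial markers. The medians of other lists also turned sign, among them ATP synthase (-0.065) and tendon markers (0.92). The correlation of the IL-8 and KC effects was 0.487 with dim genes left out, 0.544 with quantile normalization and 0.416 to 0.788 without each vehicle array.

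Of the genes named for IL-8 against vehicle, counted once for each result, 60 lost their call with the liver-array block, 45 with all 12 arrays and 59 with quantile normalization, while 21 gained one with array weights and 14 with Storey q-values. Signal over background was not analysed here, so how far dim genes limit the calls is not known.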

Differences from the paper's values

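At the paper's limits of 0.1 and 1.5, but with a Benjamini-Hochberg adjusted p from limma where the paper used a q from comparative marker selection, 592 genes were called here and the paper's count is 1242. Of the alternatives set before the data were examined, Storey q-values (1531), dim genes left out (933) and the fit without IL-8 replicate 1 (1227) lie within 1.5 times the paper's count. The methods' t-test, which is not the test the paper names for the arrays, and its permutation form (0 each), all 12 arrays (117), every entry (561), quantile normalization (2), centring (660), the intensity trend (501), array weights (2083), the replicate block (0), an adjusted p of at most 0.05 (2), no fold change minimum (729) and leaving out any other array (0 to 3338) do not.

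Genes that rose numbered 406 here and 915 in the paper. Storey q-values (952), dim genes left out (744), array weights (1209) and the fit without IL-8 replicate 1 (828) come within 1.5 times, and the other settings do not. Genes that fell numbered 186 here and 327 in the paper, and no fold change minimum (269) and the fit without IL-8 replicate 1 (399) come within that range, whereas Storey q-values (579), dim genes left out (189), array weights (874) and the rest do not. The folds of FoxO1 and FoxO3a do not differ from the paper's.

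Of 10 ubiquitin, proteasome and autophagy genes compared here that the paper names as increased, 4 were called and all 10 had higher means. Ubqln1 was called with Storey q-values, with array weights and without vehicle replicate 1. Ubqln4, Psmd3 and Ulk1 were called with Storey q-values, with dim genes left out, with array weights, without vehicle replicate 1 and without IL-8 replicate 1. Fbxl17 was called under the same settings except with dim genes left out. Ulk2 was called with centring, with array weights, with no fold change minimum and without vehicle replicate 1.

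The paper lists a glucocorticoid category among the clusters of decreased genes (Figure 4B). Of the 21 glucocorticoid response genes fixed here, 6 rose and 0 fell, with a median log2 fold change of 0.22. The members of the paper's category were not available here. The category was drawn from decreased genes alone, so it and the list need not share genes, and a contradiction was not tested. The paper's oxidative phosphorylation cluster runs the same way as complex I here, with a median of -0.38, although few complex I genes were called. Medians of other parts of oxidative phosphorylation were -0.32 for complexes II to IV and -0.08 for ATP synthase, the latter 0.11 within the liver-transcript arrays.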

Other observations

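The block for the liver-transcript arrays, their omission and the covariate for the KC axis were chosen after the values were seen, and the other tests in this part were planned. Some genes of the circadian clock were called in IL-8-injected mice, with 6 of 17 higher and 0 lower, also when adjusted over the list alone (camera adjusted p = 1.3e-06, adjusted p = 0.36 with an estimated correlation). Besides Per1, the repressors Per3, Per2 and Cry2 rose by 0.96 (standard error 0.15), 0.85 (0.14) and 0.85 (0.22). Of 22 genes for giant proteins of the sarcomere and membrane skeleton, 9 rose and 0 fell, or 14 and 0 when adjusted over the list alone (camera adjusted p = 6.3e-15, adjusted p = 0.36 with an estimated correlation), among them the calcium release channel Ryr1 at 1.63 (0.37), filamin C (Flnc) at 1.49 (0.32) and plectin (Plec) at 1.40 (0.35). That block left 0 calls by limma in both lists (9 clock genes higher and 2 lower and 16 giant sarcomere genes higher at an unadjusted p under 0.05), and the medians were 0.42 for the clock (0.50 within the liver-transcript arrays and 0.39 within the others) and 0.49 for giant sarcomere genes (0.63 and 0.48). Without vehicle replicate 2 or 4 or IL-8 replicate 2, 3 or 4, limma called 0 of both (8 to 9 clock genes and 16 to 20 giant sarcomere genes higher at an unadjusted p under 0.05). Without IL-8 replicate 5 it called 1 clock gene, and without vehicle replicate 1 it called 16 giant sarcomere genes. The methods' t-test and its exact permutation form called 0 genes in any list of this part.

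Among metabolic genes, the glycolytic enzyme Hk2 rose by 1.10 (0.27), as the 1 of 12 glycolysis genes that passed, or 2 when adjusted over the list alone, with a median of 0.14 (camera adjusted p = 0.10, or 0.62 with an estimated correlation). Of 18 fatty acid oxidation genes and 16 of the tricarboxylic acid cycle, limma called 0 over all genes and over the lists alone, with 2 and 3 at an unadjusted p under 0.05. The fatty acid oxidation median was 0.23 (camera adjusted p = 0.014, adjusted p = 0.62 with an estimated correlation), with Hadha at 0.54 and Acadvl at 0.56. It was 0.52 within the liver-transcript arrays but -0.35 within the others, where vehicle replicate 1 is the only vehicle array. Camera's call ended without vehicle replicate 2 (adjusted p = 0.429), vehicle replicate 4 (0.160) or IL-8 replicate 2 (0.0526). It also ended with dim genes left out (0.323), with quantile normalization (0.168) and with the block (median 0.004, 0.406), and it reversed with the covariate (-0.39, 1.3e-06). The tricarboxylic acid cycle median was 0.09 (camera adjusted p = 0.11, or 0.67 with an estimated correlation), with Ogdh at 0.89 and Idh3b at -0.29. Camera's adjusted p was 8.5e-04 without vehicle replicate 1, 0.037 without IL-8 replicate 5 and 0.048 with the replicate number as a block. The sign of the median reversed without the liver-transcript arrays (-0.25) and with the covariate (-0.34, camera adjusted p = 2.6e-04). Fiber type genes did not pass, except in camera for slow genes with the covariate (-0.25, adjusted p = 0.023) and fast genes with quantile normalization (0.15, adjusted p = 0.031): for 13 slow genes the median was -0.09, the mean 0.05 and camera's direction up (adjusted p = 0.62, or 0.81 with an estimated correlation), with Atp2a2 at 0.27 and Pln at 0.37, and for 14 fast genes the median was 0.02 (0.23, or 0.67), with Mybpc2 at 0.51 and Myh1 at 0.58. At an unadjusted p under 0.05 there were 0 slow and 4 fast genes by limma.

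The paper followed STAT, Smad, ERK and NF-kB signaling in myotubes, by reporters or phosphorylation after minutes to days, and its NF-kB and FoxO reporters did not change. The values here are transcripts of target genes in whole muscle on day 7, so measure, time and system differ. Interferon genes and the IGF and myostatin axis, given beside them, were not followed there. Of 15 STAT3 targets, limma called 0 over all genes and 3 higher when adjusted over the list alone, with 6 at an unadjusted p under 0.05, Stat3 itself at 0.97 (adjusted p = 0.106) and Cebpb at 0.50, and a median of 0.24 (camera adjusted p = 0.015, adjusted p = 0.46 with an estimated correlation), which did not pass without vehicle replicate 1 (0.110) or IL-8 replicate 1 (0.0682), with dim genes left out (0.232) or with quantile normalization (0.140). The STAT3 median was 0.42 with the block (camera adjusted p = 9.4e-05), 0.50 within the liver-transcript arrays and 0.30 within the others, and the list holds the liver genes Fgg and Fga. Limma called 0 of 15 Smad, 24 ERK, 15 NF-kB and 16 interferon genes, over all genes and over each list alone, with 2, 2, 2 and 3 at an unadjusted p under 0.05. Medians were 0.07 for Smad (Ski 0.61, Smad6 0.44), 0.09 for ERK (Spry1 0.60, Myc 0.50), 0.06 for NF-kB (Birc3 -0.34, Nfkb2 0.34) and -0.13 for interferon-stimulated genes (Psmb8 -0.58, Ifit3 -0.45), with camera adjusted p of 0.16, 0.082, 0.45 and 0.22 (0.46, 0.55, 0.64 and 0.62 with an estimated correlation). Camera shifted the ERK list with the replicate number as a block (adjusted p = 0.021) and without IL-8 replicate 1 (0.035) or 5 (0.020). It shifted the interferon list with dim genes left out (0.030) and without vehicle replicate 4 (0.032), and that list's median was -0.33 without the liver-transcript arrays. Of 8 genes for CXCR1, CXCR2 and their mouse ligands, limma called 0 over all genes and over the list alone (1 lower at an unadjusted p under 0.05, Pf4 at -0.54, Cxcr1 at -0.17, median -0.14, camera adjusted p = 0.41, or 0.62 with an estimated correlation). Acvr1b, a receptor of activins and myostatin, rose by 0.69 (0.13), as the 1 called of 14 genes of the IGF and myostatin axis (3 higher and 1 lower when adjusted over the list alone, median 0.11, camera adjusted p = 0.12, or 0.46 with an estimated correlation).

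Heat shock genes had 0 of 13 called, 2 higher when adjusted over the list alone, and 3 higher and 1 lower at an unadjusted p under 0.05 by limma, with Bag3 at 0.69, Hspd1 at 0.44 and a median of 0.32 (camera adjusted p = 0.025, adjusted p = 0.55 with an estimated correlation). Camera's adjusted p was 0.0634 without vehicle replicate 4, 0.168 without IL-8 replicate 5, 0.307 with dim genes left out and 0.168 with quantile normalization. It was 0.095 with the replicate number as a block, 0.095 with the block for the liver-transcript arrays and 0.672 with the covariate. Of 22 extracellular matrix genes Col4a2 rose by 0.64 (0.15), with 1 higher and 1 lower when adjusted over the list alone and a median of -0.19 (camera adjusted p = 0.67, or 0.88 with an estimated correlation), or -0.42 without the liver-transcript arrays. Nuclear long noncoding RNAs had 0 of 10 called over all genes or the list alone by limma (2 unadjusted, Kcnq1ot1 0.53, Neat1 0.70), a median of -0.04, a mean of 0.07 and camera's direction up (adjusted p = 0.43, or 0.67 with an estimated correlation).

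Markers of other cell types were mostly not called with IL-8. Fabp4, a fatty acid binding protein of fat and endothelial cells, fell by 0.76 on the log2 scale (standard error 0.18), the 1 of 11 adipocyte markers called (1 higher and 1 lower when adjusted over the list alone, median -0.33, camera adjusted p = 0.33, or 0.62 with an estimated correlation). Abcc9 rose by 0.76 (0.20), the 1 of 10 pericyte and smooth muscle markers called, also over the list alone (median -0.01, mean 0.07, camera's direction up with adjusted p = 0.43, or 0.72). Fibroblast markers had a median of -0.35 (camera adjusted p = 0.015, adjusted p = 0.62 with an estimated correlation, and 0.273 without vehicle replicate 1), with Dpt at -1.19 and Pdgfra at -0.35 and 0 of 10 called over all genes or the list alone by limma (2 unadjusted), and the median was -0.04 within the liver-transcript arrays and -0.61 within the others. Tendon markers varied most between arrays, with means of 7.11 and 7.31 in vehicle replicates 2 and 4, 7.40 in IL-8 replicate 1, 7.14 and 7.51 in KC replicates 2 and 4, 6.33 in IL-8 replicate 4 and 4.39 to 5.64 in the other 6 arrays. Their median was -0.85 pooled (camera adjusted p = 0.18, or 0.67 with an estimated correlation) and 0.20 with the block (0.508), with Scx at -0.75, Kera at -1.36 and 0 of 8 called by limma (1 unadjusted). Camera shifted them down without IL-8 replicate 1 (adjusted p = 0.010) or vehicle replicate 1 (0.042), with dim genes left out (0.025) and with quantile normalization (0.048), and up with the covariate (1.90, 5.0e-08). For neutrophils, macrophages, lymphocytes, erythrocytes and Schwann cells, limma called 0 of 15, 14, 12, 5 and 7 markers over all genes, with 1, 3, 3, 0 and 1 at an unadjusted p under 0.05. Their medians were -0.09 (Elane -0.29, Csf3r -0.31), -0.34 (Cd14 -0.53, Mertk 0.41), -0.12 (Ms4a1 -0.41, Ighm -0.56), -0.17 (Epb42 -0.15, Rhag -0.17) and -0.03 (S100b -0.29, Cdh19 -0.36), with camera adjusted p of 0.43, 0.17, 0.099, 0.43 and 0.71 (0.67, 0.67, 0.46, 0.62 and 0.83 with an estimated correlation). Macrophage markers passed camera with dim genes left out (adjusted p = 0.016), with quantile normalization (0.016), without vehicle replicate 4 (0.0034) or IL-8 replicate 1 (0.025) and with the covariate (0.022). Their median was 0.26 within the liver-transcript arrays and -0.72 without them, where vehicle replicate 1 is the only vehicle array. Lymphocyte markers passed without vehicle replicate 2 (0.046).

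Mice given KC, a mouse chemokine that binds CXCR2, at the same dose had 0 genes called against vehicle by limma (923 unadjusted; 0 by the methods' t-test with 690 unadjusted and 0 by the exact permutation test with 585; smallest adjusted p = 0.994), and 92 without vehicle replicate 1 (5 higher, 87 lower). Groups did not overlap for 1146 genes (4.94%), where chance gives 5.71%. Camera shifted heat shock genes by a median of 0.25 (adjusted p = 0.0016, adjusted p = 0.24 with an estimated correlation), with Hspa1a at 1.51 without passing, giant sarcomere genes by 0.24, proteasome subunits by 0.15 and mitochondrial ribosomal proteins by 0.13 (adjusted p = 0.0016 each, adjusted p = 0.83 to 0.84 with an estimated correlation), and adipocyte markers by -0.30 (0.0025, adjusted p = 0.24 with an estimated correlation). Complex I had a median of 0.14 (0.012, adjusted p = 0.84 with an estimated correlation). The KC arrays compare with only vehicle replicate 1 under the block for the liver-transcript arrays, which gave 5 lists up and 12 down, where 13 were up and 2 down without it. It took giant sarcomere genes to -0.070 (camera adjusted p = 0.542), heat shock genes to 0.20 (0.333) and adipocyte markers to -0.095 (0.0499), with proteasome subunits at 0.27 (3.3e-04), mitochondrial ribosomal proteins at 0.17 (0.031) and complex I at 0.16 (0.034).

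Set directly against KC, and among called genes whose arrays do not overlap between the groups, predicted genes left out, the largest increases in the IL-8 arrays were in Pnpla2, the main triglyceride lipase, at 1.30 (0.30), Atp1b2 at 1.28 (0.26), Slc7a8 at 1.27 (0.23) and Tpbgl at 1.20 (0.24), besides Per1. The largest decreases were in Btbd35f1 at -1.51 (0.36), Slirp, a stabilizer of mitochondrial transcripts, at -1.11 (0.23), Tmem256 at -1.10 (0.15), Zfp955a at -1.07 (0.21) and Pdcd5-ps at -1.03 (0.19), where Btbd35f1, Zfp955a and the pseudogene Pdcd5-ps can read related copies. Complex I had 8 of 33 genes lower and 0 higher, the same when adjusted over the list alone, with a median of -0.45 (camera adjusted p = 1.6e-09, adjusted p = 0.41 with an estimated correlation), complexes II to IV 6 of 25 lower and mitochondrial ribosomal proteins 7 of 43 lower (camera adjusted p = 2.1e-05 and 3.2e-07, adjusted p = 0.41 each with an estimated correlation). The clock had 6 of 17 higher and 0 lower, with a camera adjusted p of 5.6e-09, adjusted p = 0.053 with an estimated correlation and 0.0021 by fry. These calls fall with the leave-out values given above for the 700 genes. Age, harvest day and the muscle taken are not given for the KC mice, so the differences cannot be credited to the chemokine alone.

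Across genes, the IL-8 and KC fold changes against the shared vehicle arrays correlated at 0.563, where simulated unchanged groups gave 0.598 (0.579 to 0.618 over 100 simulations). Their covariance was 0.0450 against a simulated 0.0260, a difference of 0.0190, and 69.1% of genes had the same direction against 70.4% simulated. The simulated groups were set against the same 3 vehicle arrays, so the simulated values already include shared controls. The 3 vehicle arrays cannot be split so that each part keeps at least 2, so the excess in covariance could not be checked on separate controls. The correlation was 0.416 to 0.788 without each vehicle array. Called against both vehicle and KC were 140 genes higher with IL-8, where independent lists give 6.55, and 42 lower, where they give 2.62. Both comparisons share the IL-8 arrays, so the lists are not independent and these values are not what unchanged groups would give.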
